# The RNA‐binding protein Snd1/Tudor‐SN regulates hypoxia‐responsive gene expression

**DOI:** 10.1096/fba.2022-00115

**Published:** 2023-02-21

**Authors:** Juha Saarikettu, Saara Lehmusvaara, Marko Pesu, Ilkka Junttila, Juha Partanen, Petra Sipilä, Matti Poutanen, Jie Yang, Teemu Haikarainen, Olli Silvennoinen

**Keywords:** BioID, Gene expression, Hypoxia, Knockout, Snd1, Stress‐reponse

## Abstract

Snd1 is an evolutionarily conserved RNA‐binding protein implicated in several regulatory processes in gene expression including activation of transcription, mRNA splicing, and microRNA decay. Here, we have investigated the outcome of *Snd1* gene deletion in the mouse. The knockout mice are viable showing no gross abnormalities apart from decreased fertility, organ and body size, and decreased number of myeloid cells concomitant with decreased expression of granule protein genes. Deletion of *Snd1* affected the expression of relatively small number of genes in spleen and liver. However, mRNA expression changes in the knockout mouse liver showed high similarity to expression profile in adaptation to hypoxia. MicroRNA expression in liver showed upregulation of the hypoxia‐induced microRNAs miR‐96 and ‐182. Similar to Snd1 deletion, mimics of miR‐96/182 enhanced hypoxia‐responsive reporter activity. To further elucidate the function of SND1, BioID biotin proximity ligation assay was performed in HEK‐293T cells to identify interacting proteins. Over 50% of the identified interactors were RNA‐binding proteins, including stress granule proteins. Taken together, our results show that in normal growth conditions, Snd1 is not a critical factor for mRNA transcription in the mouse, and describe a function for Snd1 in hypoxia adaptation through negatively regulating hypoxia‐related miRNAs and hypoxia‐induced transcription consistent with a role as stress response regulator.

**Abbreviations**
BAC: bacterial artificial chromosome
Cas9: CRISPR associated protein 9
CRISPR: clustered regularly interspaced short palindromic repeats
DMOG: dimethyloxalylglycine
ELA: elastase
FACS: fluorescence‐activated cell sorting
FMR1: fragile X mental retardation 1
FPKM: fragments per thousand nucleotides per million mapped reads
G3BP1: Ras GTPase‐activating protein‐binding protein 1
HEK: human embryonic kidney
HIF: hypoxia‐inducible factor
IL: interleukin
KD: knockdown
KO: knockout
LCN: lipocalin
miRNA: MicroRNA
MPO: myeloperoxidase
MTDH: metadherin
qRT‐PCR: quantitative Real‐Time PCR
RISC: RNA‐induced silencing complex
RNAi: RNA interference
Serpin: serine protease inhibitor
ShRNA: short hairpin RNA
Snd1: Staphylococcal nuclease and Tudor domain containing 1
STAT: signal transducer and activator of transcription
TNF: tumor necrosis factor
UAS: upstream activating sequence
UTR: untranslated region
WT: wild type

## 1 INTRODUCTION

*Staphylococcal Nuclease and Tudor domain containing 1*, *Snd1* (*Tudor‐SN*, *p100*, *TDRD11*), is a phylogenetically conserved gene present predominantly as a single copy gene in all organisms from fission yeast (*Schizosaccharomyces pombe*) to human but not in bacteria or *Saccharomyces cerevisiae*. The protein consists of five staphylococcal nuclease‐like (SN) domain repeats and a C‐terminal Tudor‐domain that belongs to a family of methyl‐arginine and ‐lysine binding proteins implicated in regulation of RNA metabolism.^1^ The SN domains show similarity to *Staphylococcus aureus* Ca^2+^‐dependent extracellular nucleases and contain a conserved oligonucleotide‐binding scaffold.

Snd1 was initially identified as a transcriptional coactivator of the viral Epstein–Barr virus nuclear antigen 2 (EBNA‐2).^2^ Subsequently, the protein was shown to act as a coactivator for cellular transcription factors c‐Myb, STAT5, and STAT6^3^, ^4^, ^5^ that play important functions in signaling and transcriptional regulation of hematopoietic cells. The interaction with STAT transcription factors was shown to be mediated by the Snd1 SN‐domains. Snd1 has also been implicated in RNA interference through interaction with the RNA‐induced silencing complex (RISC)^6^ and in decay of a specific set of microRNAs (miRNAs).^7^ In a separate study, the *C. elegans* Snd1 was also shown to function as a calcium dependent nuclease with specificity to single‐ or double‐stranded RNA containing mismatched base pairs, such as A‐I edited RNA that has also previously been identified as Snd1 nuclease target.^8^, ^9^ Snd1 has been shown to affect pre‐mRNA splicing, as the Tudor domain binds dimethylated arginines in the U5 small nuclear ribonucleoproteins (snRNP) and facilitates spliceosomal assembly in vitro and the kinetics of the first stage of splicing.^10^, ^11^

Snd1 is broadly expressed in mammals with highest expression in dividing cells, epithelial cell types and organs with a secreting function, such as exocrine pancreas and lactating mammary gland, while muscle cells lack Snd1 expression.^12^, ^13^ Snd1 is overexpressed in several cancers including prostate, hepatic, and colon cancer and B cell malignancies,^14^ and several functional roles have been assigned for Snd1 in promoting tumorigenesis and cancer growth. Snd1 and the RNA‐binding protein Sam68, for example, co‐operate in regulation of alternative splicing to produce an oncogenic isoform of CD44 in prostate cancer.^15^ In addition, interaction of Snd1 with the RNA‐binding protein Metadherin (MTDH) was shown to be critical for early‐stage tumorigenesis in oncogene and carcinogen‐induced mammary tumor models where Snd1 stabilized the expression of pro‐survival genes under stress conditions.^16^ Snd1 is directly linked to cell proliferation through interaction with E2F‐1^17^ and through regulation of miRNA decay affecting the expression of cell‐cycle genes.^7^ Recently, Snd1 was suggested to promote hepatocellular carcinoma by binding and degrading the *Protein Tyrosine Phosphatase Nonreceptor Type 23* (*PTPN23*) mRNA.^18^ Snd1 is also a phylogenetically conserved caspase target implicated in programmed cell death.^19^

Several lines of evidence imply that Snd1 is involved in cellular stress responses. Snd1 is normally detected rather diffusely in cultured mammalian cells but relocates to stress granules in response to heat shock and arsenate treatment.^20^, ^21^ Similar relocation to RNA‐containing granules was demonstrated for the plant *Arabidopsis thaliana* Snd1/Tudor‐SN in response to heat stress.^22^ Stress granules are considered to protect from stress by storing mRNAs and stalling their translation, although experimental evidence that stress granules serve this protective function is still lacking. Genetic deletion of *Tudor‐SN* in *Arabidopsis* provides additional evidence for a role for *Tudor‐SN* in stress as the *Tudor‐SN* knockout plants have decreased survival in high salinity stress.^23^ In *Drosophila melanogaster*, *Tudor‐SN* deletion was shown to affect spermatogenesis and male fertility.^24^

Although in vitro experiments indicate a role for Snd1 in regulation of gene expression and RNA metabolism, the exact physiological functions of Snd1 in mammals are currently unclear. Here, we have generated and characterized the mouse knockout (KO) of *Snd1*. The null mice are viable and show no marked developmental or physiological defects in normal growth conditions, but present reduced fertility, body weight, and size. The knockout mice, furthermore, show lower numbers of mature macrophages and granulocytes that parallel with decreased expression of azurophilic granule protein encoding genes. The gene expression analysis of the KO liver shows expression alterations that closely correlate with expression changes in the liver of mice adapted to hypoxia.^25^ Our results support a mechanism for Snd1 in hypoxia by negatively regulating the expression of the hypoxia‐related microRNAs miR‐96‐5p, miR‐182‐5p. In summary, this work shows that *Snd1* is not essential for mouse development and survival in pathogen‐free environment, but the results show a role for *Snd1* in hypoxia response, possibly in adaptation to hypoxia, compatible with a physiological function as stress response regulator.

## 2 MATERIALS AND METHODS

### 2.1 Generation of the *Snd1* knockout mouse

*Snd1* knockout mouse was generated by targeting the first exon, by placement of two *loxP* sequences to flank the exon (Figure 1A) and crossing these mice with Cre recombinase expressing mice. The first exon of the *Snd1* gene contains the sequences for 5′‐UTR and the first 26 amino acids of the protein. Approximately 10.3 kb‐long genomic sequence flanking the first exon was inserted by recombineering cloning technique^26^ from the BAC clone bMQ‐464N16 to the PL253 retrieval vector (the primers used in the cloning are given in the Table S1). The 5′ *loxP‐* and the 3′ l*oxP*‐sequences together with the Neo‐cassette were further inserted into the targeting vector using recombineering. The targeting vector, linearized with NotI, was then introduced into the R1 (129/Sv) mouse embryonic stem (ES) cells by electroporation, and stable clones were selected in the presence of 0.15 mg/mL G418. Southern Blot using probes specific for the sequences outside of the targeting construct was used to identify clones with homologous recombination. ES‐cells bearing the homologous targeting were used to generate chimeric mice in C57BL/6N background and the germline‐transmitted lineage at the Turku Center for Disease Modeling (TCDM). The *Snd1* FloxP mouse lineage was crossed with CAG‐Cre mice^27^ containing the Cre recombinase under control of the cytomegalovirus immediate early enhancer‐chicken β‐actin hybrid promoter. This created offspring with germline deletion of the first exon. The mice used in this study were the offspring after backcrossing the germline‐deleted mice to C57BL/6N for 6–10 generations. Littermates from heterozygous breeding pairs were used in the experiments. PCR genotyping of the mice was with the following primer pairs: CCCTGCAATGTGGTCAGGTCAT and AGCCTCCAGGGTATCTGGGTTC for the WT allele, product size 550 base pairs; CCCTGCAATGTGGTCAGGTCAT and CGCGTCGACGCATGTTCATGCTCCACGTA for the KO allele, product size 850 base pairs.

**FIGURE 1:**
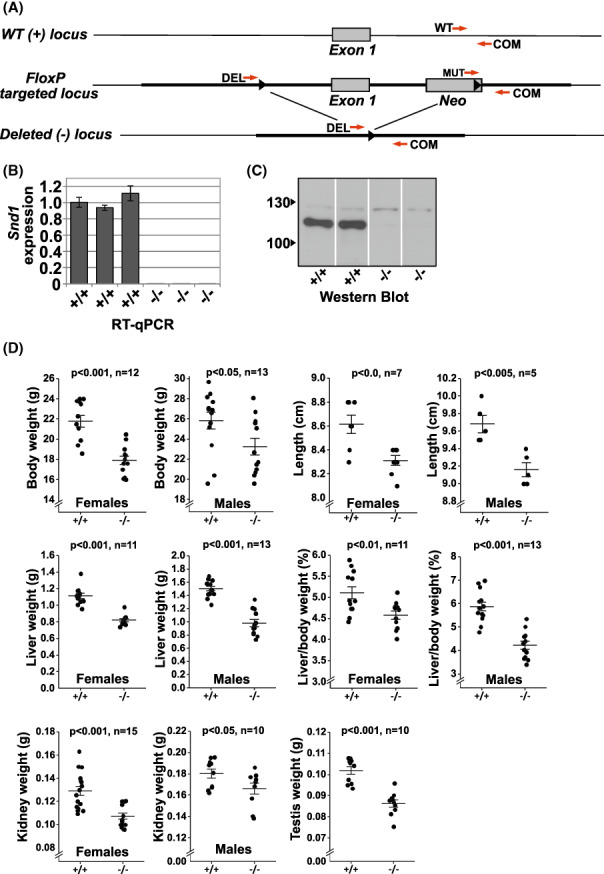
*Snd1* knockout mouse. (A) Schematic presentation of the *Snd1* gene targeting. Shown is the wild type locus (WT), *FloxP* targeted locus, and the locus after Cre‐mediated recombination (Deleted locus). Red arrows indicate primers used in PCR‐based genotyping. (B) Quantitative Real‐Time PCR of *Snd1* using RNA isolated from embryonic fibroblasts derived from wild type (+/+) and knockout (−/−) mice. (C) Western Blot analysis of Snd1 protein using embryonic fibroblasts derived from wild type and knockout mice. (D) Body weights of 2‐month‐old mice of indicated genotypes, nose to tail lengths, liver weights, body weight normalized liver weights, kidney weights of 2‐month old mice and testis weights of 2‐month old males. Littermates from offspring of heterozygous breeding pairs was used. Error bars indicate the standard error of the mean. The *p*‐values are calculated using unpaired two‐tailed *t*‐test and (*n*) indicates the number of animals of each genotype.

### 2.2 Flow cytometry

Spleen, thymus, and bone marrow cells of approximately 12‐week‐old male mice were collected and stained with antibodies for FACS analysis. Single‐cell suspensions were prepared in Phosphate‐Buffered Saline (PBS) by flushing the cells through 70 μm nylon mesh cell strainer (BD Biosciences, San Jose, CA). Red blood cells were removed from spleen and bone marrow using ACK‐lysing buffer (LONZA, Verviers, Belgium). Approximately 10^6^ cells were used for each FACS staining in PBS supplemented with 1% fetal bovine serum for 30 min at room temperature. Marker antibody dilutions were as follows: B220 PE (1:300), CD3 APC (1:300), CD11b PE‐CY7 (1:300), CD4 FITC (1:300), CD8 PERCP cy5.5 (1:300), Gr‐1 (Ly6G) PERCP cy5.5 (1:1000), and F4/80 APC (1:300). All the antibodies were from eBioscience (San Diego, CA). Annexin V (eBioscience) staining was performed according to manufacturer's instructions. Flow cytometry was performed using the Becton Dickinson FACSCanto II flow cytometer, and the data were analyzed using the FlowJO software (Becton, Dickinson and Company, Franklin Lakes, NJ).

### 2.3 RNA purification

For RNA extraction, half of the spleens of 8–12‐week‐old female mice were homogenized in 1 mL of Trizol reagent (Invitrogen, Carlsbad, CA) using the PowerLyzer homogenizer (MO BIO Laboratories, Carlsbad, CA) with ceramic beads. For RNA extraction of the livers, approximately 0.1 g piece of the left liver lobe of 8–12‐week‐old male mice were homogenized. The liver RNA samples were further purified using the DNA‐free kit (Ambion).

### 2.4 Gene expression analyses

For the spleen samples, biological duplicate RNA samples were used in hybridization to Illumina MouseRef‐8 v2.0 array (Illumina, San Diego, CA) using the standard protocol at the Institute for Molecular Medicine Finland (FIMM) Technology Centre Genomics Unit, University of Helsinki, and the probe signal intensities were obtained using the Illumina Genome Studio software. Liver array analysis was carried out with biological quadruplicate samples at the Yale center for genome analysis, Yale University, West Haven, CT, with Illumina MouseRef‐8 v2.0 array. The normalized intensity values were used in the 2‐group statistical test for differential expression analysis using the Chipster software (CSC – IT Center for Science, Espoo, Finland).

RNA‐seq analysis runs (small‐RNA‐ and mRNA‐seq) for mouse biological quadruplicate liver samples were carried out using the isolated total‐RNA at the Beijing Genomics Institute (BGI), Hong Kong: For small‐RNA seq analysis, the total‐RNA was polyacrylamide separated to obtain 18–30 base RNA fragments. Library preparation included 5′‐adenylated, 3′‐blocked single‐stranded DNA adaptor ligation to 3′ end of the RNAs, reverse primer annealing and cross‐linking to the 3′‐adaptor, and 5′‐adaptor ligation. The library was reverse transcribed, PCR amplified, and size separated using a polyacrylamide gel for the fragment size of 100–120 bp. The double stranded PCR products were heat denatured and circularized by the splint oligo sequence. The single strand circle DNA was formatted as the final library. The library was sequenced using the BGISEQ‐500 platform with single‐end reads of 50 bases. The impurities in the raw data were removed, including 5′ primer contaminants, no‐insert tags, oversized insertion tags, low quality tags, poly‐A tags, and small tags, and tags without 3′ primer. The Bowtie tool was used to map the reads to the reference genome and DEGseq for differential expression analysis of the miRNAs.

For mRNA sequencing of the mouse liver samples at BGI, the total‐RNA samples were purified using poly‐dT oligo attached magnetic beads. The mRNA was cleaved using elevated temperature and divalent cations and reverse transcribed to first strand cDNA followed by second strand cDNA synthesis using DNA polymerase I and RNAse H. The synthesized cDNA was subjected to end‐repair and then 3′ adenylated. Adapters were ligated to the ends of these 3′ adenylated cDNA fragments, and the fragments were PCR amplified. Samples were pooled together to make a single strand DNA circle (ssDNA circle), giving the final library. DNA nanoballs (DNBs) were generated with the ssDNA circle by rolling circle replication (RCR) to enlarge the fluorescent signals at the sequencing process. The DNBs were loaded into the patterned nanoarrays, and pair‐end reads of 100 bp were read through on the BGISEQ‐500 platform. The BGISEQ‐500 platform combines the DNA nanoball‐based nanoarrays and stepwise sequencing using the Combinational Probe‐Anchor Synthesis Sequencing Method. BGI internal software SOAPnuke was used to remove adaptor reads, reads that contain more than 5% unknown bases and low‐quality reads. Resulting reads in FASTQ format were aligned to the *Mus musculus* genome (genome assembly GRCm38.92) using the TopHat2 tool in the Chipster software. Quantification of reads per gene was performed using the HTseq tool. The EdgeR tool was used for differential expression analysis for the mouse liver. Cufflinks was used for retrieving the FPKM (fragments per thousand nucleotides per million mapped reads) values.

For quantitative Real‐Time PCR analysis (qRT‐PCR), total RNA (4 μg) was reverse transcribed using M‐MuLV reverse transcriptase (Thermo Fisher Scientific) according to manufacturer instructions. The cDNAs were diluted 1:10 in water, and two μL of this was used in 10 μL qRT‐PCR reaction using Maxima SYBR Green qPCR Master Mix (Thermo Fisher Scientific) and primers at a concentration of 0.3 pmol/μL. List of the qPCR primers is given in the Table S2. qRT‐PCRs were performed using the Bio‐Rad CFX‐96 or CFX‐384 Real‐Time PCR detection system. Starting quantity of each gene's transcript was determined by fitting the qPCR data to a standard curve, and the expression of each gene was normalized to the expression of *TATA‐box binding protein* (*Tbp*) for the mouse genes. The miRCURY LNA miRNA PCR system (Qiagen) including the reverse transcription reagent and the SYBR green polymerase were used for qRT‐PCR analyses of the microRNA expression. MiRCURY LNA miRNA PCR primers hsa‐miR‐96‐5p, hsa‐miR‐182‐5p, and the U6 snoRNA for normalization were also from Qiagen. Western blotting was carried out as previously described using the anti‐SN4‐1 antibody to detect the mouse Snd1 protein.^28^

### 2.5 Cell culture, expression vectors, and transfections

The HEK‐293T (Human Embryonic Kidney) cells were maintained in humidified 37°C, 5% CO_2_ incubator in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum and antibiotics. The SND1 CRISPR‐Cas9 targeting construct was generated using a previously described approach.^29^ The oligonucleotide dimers used in generating the SND1 and control specific guide RNAs have been described previously.^30^

The HRE‐LUC vector was cloned by inserting a concatemer containing eight copies of oligonucleotide dimers (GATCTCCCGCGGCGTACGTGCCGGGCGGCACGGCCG and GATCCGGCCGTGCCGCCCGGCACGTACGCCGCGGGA) with HIF‐1α binding consensus DNA‐sequence into the BglII site in the Luciferase reporter vector pGL 4.23 (Promega, Madison, WI) that contains a minimal basal promoter downstream of the cloning site. For Luciferase assay transfections, HEK‐293T cells plated at 50 000 cells per well on 24‐well plates were co‐transfected with 50 ng of HRE‐LUC and 50 ng of CMV‐βGAL vector using the JetOPTIMUS transfection reagent. 24 h after transfection, hypoxia condition was induced by addition of 0.5 or 1.0 mM DMOG (Dimethyloxalylglycine, EMD Millipore). DMOG induction was for three days, and the cells were harvested for luciferase assay performed with the Luciferase Assay System (Promega) and colorimetric β‐galactosidase assay using ONPG (o‐Nitrophenyl‐β‐galactoside) as the substrate. MicroRNA mimics MISSION microRNA hsa‐miR‐96, hsa‐miR‐182, and the Negative Control miRNA 1 were all from Sigma‐Aldrich. MicroRNA mimics were transfected using INTERFERin transfection reagent (Polyplus Transfection). Two nM of microRNA mimic was used in the transfections. The transfection complexes of expression vectors (HRE‐LUC and CMV‐βGAL) with JetOPTIMUS were mixed with the microRNA mimic‐INTERFERin complexes for performing the co‐transfection.

### 2.6 BioID biotin proximity ligation assay

To construct the Snd1‐BioID2 fusion, the full‐length mouse *Snd1* cDNA (the mouse and human Snd1 sequence are 98% identical at the protein level) was PCR amplified using the primers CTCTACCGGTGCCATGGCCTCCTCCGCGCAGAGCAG (forward) and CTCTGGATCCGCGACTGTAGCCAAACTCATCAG (reverse) and cloned into *AgeI* and *BamHI* sites in the vector pcDNA3.1 MCS‐BioID2‐HA (a gift from Kyle Roux, Addgene plasmid #74224) to produce pcDNA3.1 Snd1‐BioID2‐HA. HEK‐293T cells were grown in DMEM medium supplemented with 10% fetal bovine serum and antibiotics and maintained at 37°C in a humidified incubator containing 5% CO_2_. For large‐scale transient transfections, 80%–90% confluent cells grown in 15 cm diameter plates were transfected using linear polyethyleneimine^31^ with 20 μg of plasmid DNA, either pcDNA3.1 Snd1‐BioID2‐HA or control pcDNA3.1 MCS‐BioID2‐HA. Biotin (Sigma‐Aldrich B4639) was added 24 h after transfection to 10 μM concentration. For the cells to be treated with heat shock, Hepes‐KOH pH 7.3 was added to 20 mM final concentration with 125 mM NaCl in the added volume. Heat shock was for 12 h at 42°C in an incubator without added CO_2_ gas. For hypoxia treatment, the transfected cells were placed at 2% oxygen 5% CO_2_ 37°C incubator for 12 h. The cells were rinsed twice with PBS, collected by centrifugation and lysed in 20 cell pellet volumes of RIPA‐500 lysis buffer (50 mM Tris–HCl pH 7.5; 500 mM NaCl; 1% Triton X‐100; 0.2% SDS; 0.5% sodium deoxycholate; 1 mM EDTA, and 1 mM DTT) supplemented with protease inhibitors (1 mM PMSF; 4 μg/mL aprotinin and 4 μg/mL pepstatin). The cell lysate was sonicated and after centrifugation at 12,000*g*, 30 min further cleared by filtering through a 45 μm filter. Biotinylated proteins were captured overnight to 50 μL of streptavidin‐agarose beads (Sigma‐Aldrich S1638). The beads were washed 5 times with 1 mL of RIPA‐500 buffer with 5 min rotation of the tubes between washes followed by 4 × 1 mL washes with 50 mM Tris pH 8.0. The samples were on‐beads digested at the Turku Proteomics Facility, Turku Centre for Biotechnology according to a standard protocol and analyzed by LC‐ESI‐MS/MS using a Q Exactive mass spectrometer. Database searches were performed by Mascot 2.6.1 against SwissProt protein sequence database.

### 2.7 Ethical approval for animal experimentation

The work is approved by the ethical committee of the District of Southern Finland (ESAVI/9580/04.10.07/2014).

## 3 RESULTS

### 3.1 Reduced body weight and size in *Snd1* KO mice

Based on cell culture studies, several functions have been assigned for Snd1, most of which relate to regulation of gene expression. In order to address the question of Snd1 function in vivo, we carried out the gene deletion in mouse. *Snd1* exists in mammals as a single copy gene with no close homologs; thus, the knockout should give reliable results on the physiological functions of the gene. The KO mouse was generated by deleting the first exon of the gene. qRT‐PCR and western blot analysis showed the absence of Snd1 protein in cell and tissue extracts from homozygous KO mice (Figure 1B,C). The loss of Snd1 protein was confirmed with two independent antibodies (against the SN4 and Tudor domain). The homozygous KO mice were viable showing no obvious effect on the well‐being or physical activity. Both the male and female homozygous KO mice were fertile, but the average litter size from KO breeding pairs was less than 50% of the litter size from WT breeding pairs (average 4 pups vs. 9). From heterozygous breeding pairs, the homozygous knockouts were born at approximately 35% lower frequency than expected. *Snd1* KO mice had modest, but statistically significant decrease in body weight, as shown for 2 months‐old animals in Figure 1D. The weight difference was not significant at the age of 1 week after birth but increased during the growth of the mice (Figure S1). An approximately 15%–20% decrease (*p* < 0.05) in the weight of the KO animals was observed still at the age of 6‐months. The lengths of the KO animals were also decreased (Figure 1D). Out of the major organs, liver showed most prominent decrease in weight that was evident also when normalized to body weight. The weights of testis and kidney were also decreased (Figure 1D), whereas no significant decrease was observed in weights of pancreas, spleen, muscle (thigh), lung, and ovary (data not shown). The weight and size phenotypes were evident in the knockout mice of both sexes. No apparent changes were observed in histological analysis of the KO mice, including the intestine, liver, testis, and kidney (Figure S2).

### 3.2 Myeloid lineage maturation is affected in *Snd1* KO mice

Snd1 has been implicated to serve as a coactivator for several transcription factors involved in hematopoiesis such as c‐MYB, STAT5, and STAT6. FACS analysis was carried out to analyze the hematopoietic cells in the KO mouse. The lymphocyte populations showed no differences between the KO and WT mice in terms of the absolute numbers and ratios between CD4 and CD8 positive T‐cells in thymus and spleen, and numbers and ratios between CD3 and B220 positive T‐ and B‐cells in spleen (Figure S3). In vitro expanded T‐cells from spleen (anti‐CD3 + anti‐CD28 crosslinking) showed normal secretion profiles for the major cytokines involved in T‐cell polarization (IL‐2, IL‐4, IL‐6, IL‐10, IFN‐γ, TNF, and IL‐17A) and bone marrow derived macrophages from WT and KO mice responded similarly to LPS by inducing expression of interleukin‐6 and TNF (Figures S4 and S5). Colony‐forming cell assays demonstrated equal numbers and proportions of progenitors differentiating to macrophage, granulocyte, and erythrocyte colonies from cells isolated from the WT and KO bone marrows (Figure S6). However, closer analysis of the bone marrow myeloid compartment in the mice revealed an overall decrease in granularity (SSC) of the Gr‐1 (Ly‐6G) marker positive granulocytes (Figure 2A). The number of the Gr‐1 positive granulocytes was lower in the KO spleens, and the cellular granularity was also significantly reduced in these spleens (Figure 2B). This myeloid cell phenotype was observed in both males and females. In accordance with the FACS quantification, May‐Grünwald Giemsa staining of blood smears showed a clear decrease in the number of granulocytes in leukocyte‐enriched blood samples in the KO as compared to WT mice (Figure 2D). Similarly, the number of mature macrophages expressing CD11b and F4/80 was lower in the KO spleens (Figure 2C). The decrease in the number of granulocytes in the KO is not likely to result from increased apoptosis since cultured granulocytes did not show altered sensitivity to apoptosis in response to cycloheximide treatment (Figure 2E).

**FIGURE 2:**
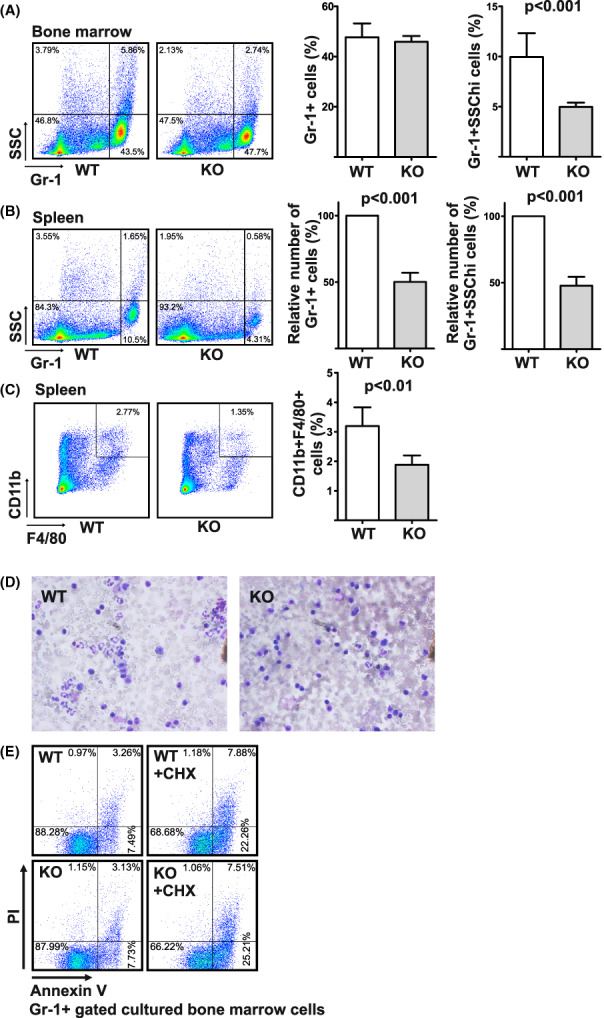
Myeloid cell deficiency in mice lacking *Snd1*. (A) Flow cytometric analysis of bone marrow Gr‐1+ granulocytes (left panel) and quantification of the numbers of Gr‐1+ granulocytes in bone marrow, and their granularity (*n* = 8, right panel). 12‐week‐old male mice were used in the analyses. Error bars indicate the standard error of the mean and the *p*‐values are calculated using two‐tailed Student's *t*‐test. (B) Flow cytometric analysis of spleen Gr‐1+ granulocytes (left panel) and quantification of Gr‐1+ granulocyte numbers in spleen and quantification of highly granular Gr‐1+ cells (*n* = 8, right panel). The quantification of spleen granulocytes was carried out as a pair‐wise comparison of the cell numbers within individual experiments, the number of WT cells set as 100%. (C) Flow cytometric analysis of the numbers of spleen CD11b+/F4/80+ mature macrophages (left panel) and quantification of the spleen mature macrophages (*n* = 8, right panel). (D) May‐Grünwald Giemsa staining of blood leukocytes. Blood samples were treated with red blood cell lysis buffer (10 mM Tris–HCl, pH 7.4, 8.3 g/L NH_4_Cl, 1 mM EDTA) followed by Cytospin centrifugation to microscope slides and May‐Grünwald Giemsa staining. (E) Apoptosis is not significantly affected in cultured granulocytes of Snd1 KO. Bone marrow cells from WT and Snd1 KO mice were cultured for 2 h in RPMI medium supplemented with 10% fetal bovine serum, in the presence or absence of 10 μg/mL Cycloheximide (CHX) for increased apoptosis. Flow cytometric analysis was carried out for Gr‐1, Annexin V and Propidium Iodide (PI) stained cells. Early apoptotic cells are Annexin V‐positive and PI‐negative, whereas late apoptic/necrotic cells are positive for both Annexin V and PI.

### 3.3 Gene expression in spleen

Snd1 has been shown to function as transcriptional coactivator, and it was of interest to determine the effect of *Snd1* deletion on global gene expression in vivo. The gene expression profile using microarray was first analyzed in spleen, which reflects the peripheral hematopoietic milieu. A relatively small number of genes showed altered expression in the KO spleens. Approximately 50% reduced expression was observed for genes encoding for neutrophil granule proteins, including *Neutrophilic granule protein* (*Ngp*) and *myeloperoxidase* (*Mpo*) (Figure 3A). In addition, neutrophil‐expressed serine proteases *Neutrophil elastase* (*Ela2*/*Elane*) and *proteinase 3* (*Prtn3*) were downregulated. The differential expression of these genes was validated using qRT‐PCR (Figure 3B). The downregulation of myeloid‐cell specific transcripts in spleen could reflect the decreased number of myeloid cell types in the spleen (Figure 2). Interestingly, the serine protease inhibitors of the *Serpina* family were highly over‐expressed in KO mice. Thus, Snd1 has opposite effect on expression of serine proteases and their functional antagonists, serine protease inhibitors that may have relevance in regulation of the inflammatory response in vivo. To this end, we analyzed if Snd1 can directly regulate the transcription of the abovementioned myeloid genes by using shRNA knockdown. Silencing of *SND1* in K562 proerythroblastic cells did not affect the promoter activities of *ELA2*/*ELANE*, *MPO* or *LCN2* analyzed by luciferase reporter assays (Figure S7) and silencing of *SND1* in HL‐60 promyelocytic cells did not affect the expression of endogenous *ELA2* and *MPO* genes (data not shown). These data suggest that Snd1 does not directly regulate the promoter activities of the myeloid cell genes.

**FIGURE 3:**
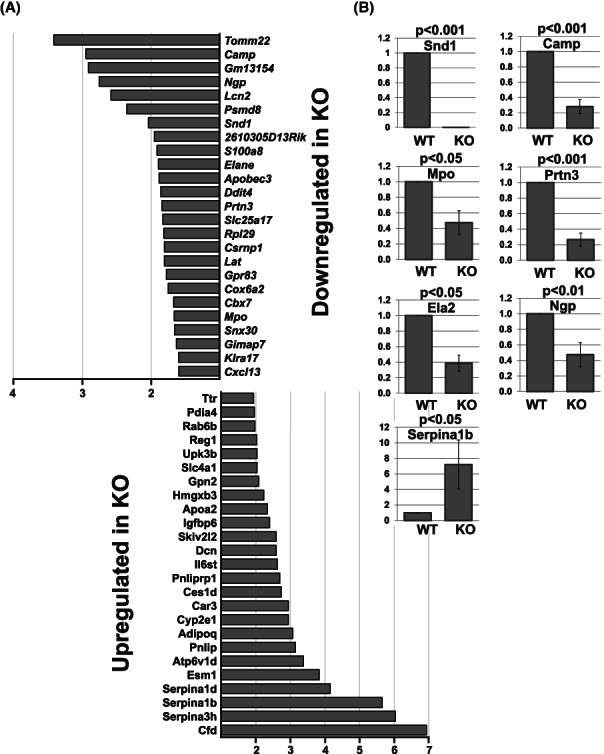
Differential gene expression in spleen of the *Snd1* knockout mice. (A) Duplicate RNA samples of WT and KO spleens from 8‐week‐old female mice were used in Illumina bead array gene expression analysis. The average fold‐change in gene expression of the most highly affected genes is shown. (B) Validation of the differential expression analysis. The average relative expression of *Snd1*, *Camp*, *Mpo*, *Prtn3*, *Ela2*, *Ngp* and *Serpina1b* in spleens in WT and KO mice was assessed by qRT‐PCR. 8–12‐week‐old female mice (6 WT and 6 KO) were used. The level of expression of each gene in WT mice was set to 1. Error bars indicate the standard error of the mean. The *p*‐values are calculated using paired two‐tailed *t*‐test.

### 3.4 Gene expression in *Snd1* KO liver with hypoxia‐specific expression changes

Snd1 KO mice have reduced liver size. We wanted to analyze the effect of Snd1 deletion on gene expression in the organ and conducted a genome‐wide microarray gene expression analysis of livers of young adult KO and WT mice (Figure 4). Relatively small number of genes showed significantly altered expression in the KO (20 downregulated and 8 upregulated with over 2‐fold change in expression, *p* < 0.05, Figure 4A,B) supporting a view that Snd1 is not a global regulator of gene expression. Expression of *Snd1* itself was relatively low in the WT liver and therefore did not show among the highest downregulated genes in the analysis. Snd1 protein was nevertheless clearly detected by the western blot analysis of the WT liver and absent in the KO liver (Figure 4C).

**FIGURE 4:**
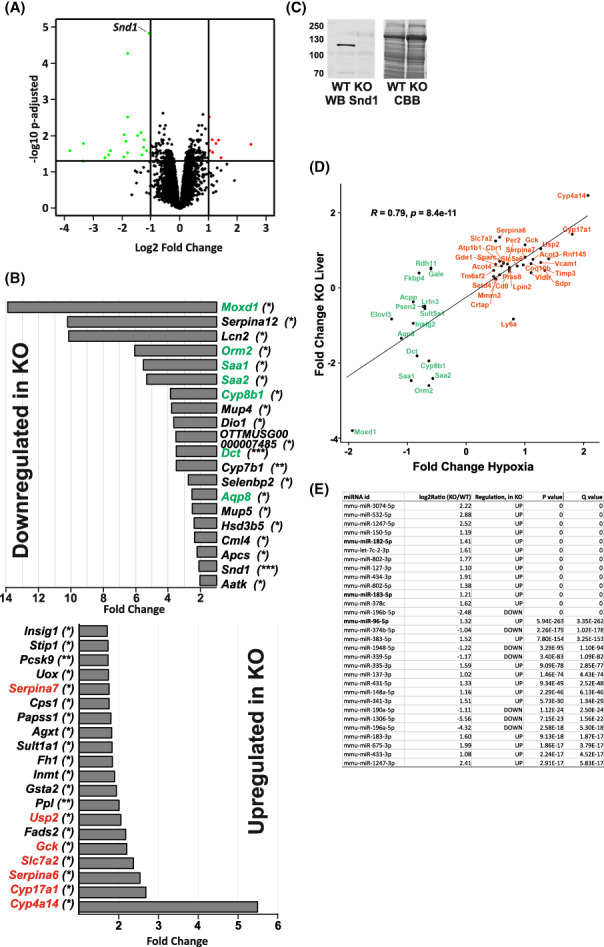
Differential gene expression in liver of the *Snd1* knockout mice and comparison to gene expression changes in hypoxic environment. (A) Volcano plot of differential gene expression in Snd1 KO liver. Quadruplicate RNA samples of WT and KO livers from 8–12‐week‐old male mice were used in Illumina bead array gene expression analysis. (B) Average fold‐change in gene expression of the most highly affected genes. Statistical significance (*p*‐adjusted) is indicated in the parenthesis (*padj < 0.05, **padj < 0.005, ***padj < 0.001). Genes indicated by green and red color were found similarly deregulated in mouse livers in response to simulated high‐altitude hypoxic environment^25^ (green for downregulated and red for upregulated genes) (C) Western Blot (WB) detection of Snd1 protein in extracts from WT and KO livers. Duplicate samples were Coomassie Brilliant Blue stained (CBB) for total protein levels (D) Correlation analysis of genes differentially expressed in *Snd1* KO liver and in high‐altitude hypoxic condition. Figure shows the common deregulated genes (*p* < 0.05) in the expression analyses of WT vs. *Snd1* KO liver and altitude of 1400 m vs. simulated altitude of 4500 m. Fold changes are presented as log2 values. (E) Small RNA‐seq analysis of differentially expressed miRNAs in the *Snd1* KO liver. Quadruplicate RNA samples of WT and KO livers from 8–12‐week‐old male mice were used in the analysis. Listed are the most significantly differentially expressed miRNAs that includes the hypoxia‐responsive miRNA cluster miR‐96, −182 and − 183.

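All 30 miRNAs of the table in Figure 4E, 23 listed as higher and 7 as lower in KO liver, had a difference of mean log2 values in the listed direction. They were chosen by the study from these same libraries, so neither their direction nor a lack of overlap is independent evidence. In 6 of them, 5 higher and 1 lower, the KO values did not overlap the WT values; chance gives 2.86% of miRNAs not chosen for a difference. The highest of the 5 was miR-1247-5p, from a hairpin beside Dio3 on chromosome 12, with 48.3 ± 31.2 CPM in WT (SD, n = 4) and 244.4 ± 109 in KO (SD, n = 4), a log2 fold change of 2.47 (SE 0.54, adjusted p = 0.262 from limma). miR-802-3p, from a hairpin on chromosome 16, had 20.9 ± 5.97 CPM in WT and 65.7 ± 21.1 in KO (log2 fold change 1.59, SE 0.35, adjusted p = 0.262), and miR-802-5p of the same hairpin had a log2 fold change of 0.98 (0.62 without KO replicate 3). miR-383-5p had a log2 fold change of 1.36 (SE 0.34, adjusted p = 0.423).
miR-127-3p, miR-434-3p, miR-431-5p, miR-341-3p and miR-433-3p, all from the imprinted Dlk1-Dio3 region, had log2 fold changes of 1.00, 1.72, 1.00, 0.97 and 0.64. For miR-434-3p the value was 0.97 without WT replicate 2, and for miR-433-3p it was 0.43, 0.38 and 0.31 without WT replicate 1, WT replicate 2 and KO replicate 4. miR-532-5p, from the X chromosome, had a log2 fold change of 2.41, with 332 to 455 CPM in 3 KO libraries and 46.1 in KO replicate 1. miR-150-5p, a miRNA of mature lymphocytes, had a log2 fold change of 1.74, with 178 to 308 CPM in 3 WT libraries and 9.62 in WT replicate 1, without which it was 0.60. The largest log2 fold change, 5.15 (SE 1.88, adjusted p = 0.842), was that of miR-3074-5p, which had 0.49 and 2.03 CPM in WT replicates 1 and 3 and 503 to 1990 in the other 6 libraries. Its hairpins lie on the strand opposite to those of miR-24.
On the lower side, miR-196b-5p of the Hox clusters had 29.3 ± 20.0 CPM in WT and 4.57 ± 2.41 in KO (SD, n = 4), a log2 fold change of -1.99 (SE 0.79, adjusted p = 0.842). WT replicate 2, at 2.22 CPM, stood with the KO libraries, and without it the log2 fold change was -2.88 (adjusted p = 0.0388 from limma). miR-374b-5p, miR-1948-5p and miR-190a-5p had log2 fold changes of -1.33, -1.09 and -0.85, and without KO replicate 4 and WT replicate 2 the first and the last were -0.87 and -0.54. miR-1306-5p, miR-196a-5p, miR-675-3p and miR-1247-3p were below the minimum for the test, with group means of at most 1.52 CPM.
Of the 26 tested, limma and limma-voom each called 0. In the listed direction, 12 had an unadjusted p under 0.05 from limma, 10 higher and 2 lower, 8 passed when adjusted over the list alone, and the pooled model called all 30. Among the 12 and the 8, miR-183-3p met the minimum for the test through its KO libraries alone. The direction of miR-339-5p (log2 fold change -0.28) turned without WT replicate 3 or KO replicate 3, to 0.81 and 0.13, and that of miR-148a-5p (0.14) turned without WT replicate 4 or KO replicate 2, to -0.04 and -0.63.

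**Figure D1:**
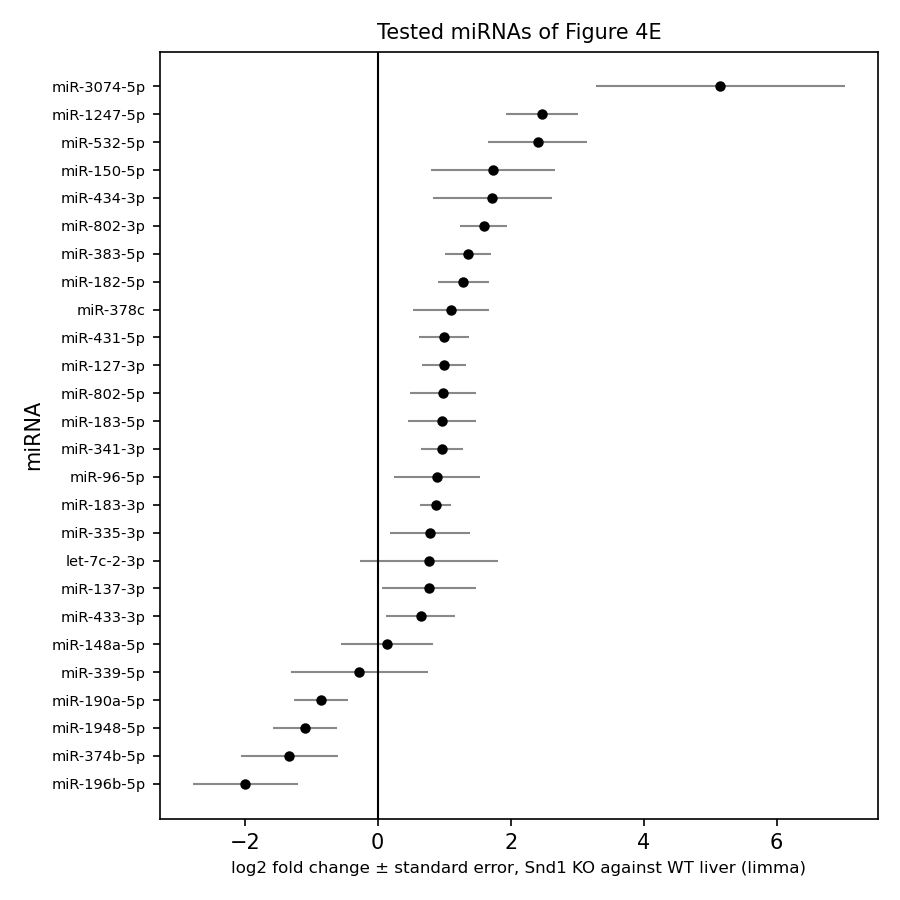
log2 fold change of Snd1 KO against WT liver from limma (x axis) for each of the 26 tested miRNAs of Figure 4E (y axis), over 4 WT and 4 KO livers. Points are the fitted values and bars the standard errors, from -1.99 for miR-196b-5p to 5.15 for miR-3074-5p.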

To validate the gene expression data obtained by microarray analysis, we performed mRNA sequencing analysis of KO mouse liver samples. The sequencing data showed highly significant expression correlation with the array data (*R* = 0.88, *p* < 2.2 × 10^−16^) for 101 genes whose expression was significantly altered in KO mouse (Table S3 and Figure S8). RNA‐seq analysis also indicated *Snd1* as the most significant differentially expressed gene between WT and KO mice (Table S3).

Among the highest downregulated genes in both the microarray and RNA sequencing analysis were *Moxd1*, a monooxygenase with yet unknown function, and *Lipocalin 2* (*Lcn2*), *Orosomucoid 2* (*Orm2*), *Serum Amyloid A1*, and *‐2* (*Saa1* and *‐2*) that all encode major acute phase proteins. To test the general involvement of Snd1 in inflammation, we focused on interleukin‐6 and Stat3 that are central regulators of acute‐phase proteins expression. However, LPS triggered induction of interleukin‐6 expression was similar in *Snd1* KO and WT macrophages (Figure S5). Furthermore, *Snd1* silencing did not affect STAT3‐driven luciferase reporter activity (data not shown) suggesting that the effect of Snd1 on acute phase gene expression is not through direct transcriptional regulation.

The gene expression pattern in the *Snd1* KO liver was compared to expression analyses of mouse livers available at the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geoprofiles). We found a striking correlation between the differentially expressed genes in *Snd1* KO liver and gene expression changes in adaptation to simulated high‐altitude (4500 m) hypoxic environment^25^ (expression data accessible at the NCBI GEO database, accession GSE15891) regarding both downregulated and upregulated genes (Figure 4B,D). RNAseq data analysis further confirmed the altered expression of the genes and their close correlation between KO mouse liver and hypoxic conditions (*R* = 0.78, *p* = 3.3 × 10^−7^, Figure S8).

### 3.5 SND1 regulates microRNAs in hypoxia response

To analyze if the role of Snd1 in hypoxia‐response could be mediated through regulation of microRNA expression, we carried out small‐RNA‐seq analysis in *Snd1* WT and KO livers (Figure 4E). 

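Small RNAs of 18 to 30 bases from the left liver lobe of 4 WT and 4 Snd1 KO male mice, aged 8 to 12 weeks, were sequenced with 1 library per mouse. The authors mapped the tags to GRCm38 with Bowtie and deposited for each RNA a value in CPM, here tags per 1000000 tags of the whole library, not divided by length. The libraries held 24519879, 26158678, 16223610 and 18712675 tags in WT replicates 1 to 4. They held 21708307, 27526162, 25860712 and 24130669 tags in KO replicates 1 to 4. These totals were recovered from the values: they turn 100% of the values into whole tags within the rounding of the files (0.0051 CPM). In 7 complete files the total was then set to the sum of the tags. Known mature miRNAs, of which 1341 were listed in at least 1 library, made up 75.9 to 78.7% of the tags in WT replicates 1 and 2 and KO replicates 2 and 3, and 57.9 to 67.6% in the other 4 libraries. The other tags belonged to piRNAs, Rfam RNAs, predicted miRNAs and genomic classes. The genomic classes are absent from the file of KO replicate 1, so its total rests only on turning its values into whole tags. A known miRNA was tested when it reached 1 CPM in at least 4 libraries. The 475 miRNAs that did hold 99.98% of the known miRNA tags. Their values were compared between the genotypes as log2(value + 1) with limma, with a mean-variance trend and Benjamini-Hochberg adjustment. Small-RNA libraries hold no Snd1 mRNA, so the loss of Snd1 cannot be read from them.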

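In KO liver, as in WT liver, the most abundant miRNA was miR-122-5p, the main miRNA of hepatocytes, with 262642 ± 57985 CPM in WT (SD, n = 4) and 289758 ± 59106 in KO (SD, n = 4). Its log2 fold change was 0.14 (SE 0.21, adjusted p = 0.971 from limma). The next most abundant were miR-22-3p, miR-21a-5p, let-7c-5p and let-7a-5p, with log2 fold changes of -0.36, -0.66, -0.19 and -0.21 and adjusted p-values of 0.842 to 0.971. Of the 475 tested miRNAs, 196 had a positive log2 fold change and 279 a negative one, with a median of -0.11, all relative to the tags of the library. Per library, the median of log2(value + 1) over these miRNAs was 3.78 ± 0.22 in WT (SD, n = 4) and 3.69 ± 0.13 in KO (two-sided exact permutation test, p = 0.543). Thus no general shift in either direction was shown. Known miRNAs made up 71.8 ± 7.96% of all tags in WT (SD, n = 4) and 69.3 ± 9.20% in KO (two-sided exact permutation test, p = 0.657).
Among groups of miRNAs fixed before the data were examined, the hepatocyte markers had a median log2 fold change of -0.27, with 2 of 8 members positive. The let-7 guide arms, which keep cells differentiated, had a median of -0.24, with 1 of 9 positive. The miR-17-92a cluster, which promotes proliferation, had a median of 0.06, with 5 of 9 positive, and the median turned negative without WT replicate 3, KO replicate 2 or KO replicate 3 (-0.13, -0.12 and -0.04). None of these 3 groups passed limma's camera test (adjusted p = 0.464, 0.464 and 0.493).
No miRNA had an adjusted p under 0.05 from limma, where the lowest was 0.262 for miR-802-3p and miR-1247-5p. At an unadjusted p under 0.05 there were 20 miRNAs, 11 higher and 9 lower in KO, against 23.8 expected by chance. This balance depended on the fit. With values scaled to the known miRNA tags 13 of 16 were higher, and with the replicate number as a covariate 13 of 15. With no filter on low values 28 of 66 were higher. limma-voom on the recovered tags also called 0, with 19 at an unadjusted p under 0.05. The 4 KO values lay on one side of the 4 WT values for 14 miRNAs, 6 higher and 8 lower, where chance gives 2.86% or 13.6 miRNAs. A model of the kind used in DEGseq, which pools the tags of each genotype and takes no account of the spread between mice, called 452 of 1341 miRNAs, 212 higher and 240 lower. In simulated libraries with the spread of these mice and 200 of the 475 miRNAs changed, limma called 47.7% of the 2-fold and 95.8% of the 4-fold changes, and the pooled model called 72.3% of the unchanged miRNAs. With 20 of the 475 changed, limma called 10.3% of the 2-fold and 84.4% of the 4-fold changes. The simulated noise was drawn independently for each miRNA, with its SD moved part of the way to the median SD. The miRNAs that vary most between mice were thus simulated with less spread than they had. Variation that many miRNAs share within a library was left out, so these percentages need not hold for the real libraries. The simulated pooled model was scaled to library totals over the 475 miRNAs, the real one to known miRNA tags over 1341. limma called miR-196b-5p alone without WT replicate 2 (adjusted p = 0.0388), and miR-1247-5p alone with a split of the libraries by their share of known miRNAs as a covariate (adjusted p = 0.00402). That fit, chosen after seeing the data, gave 65 at an unadjusted p under 0.05, 26 higher and 39 lower in KO.

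**Figure D2:**
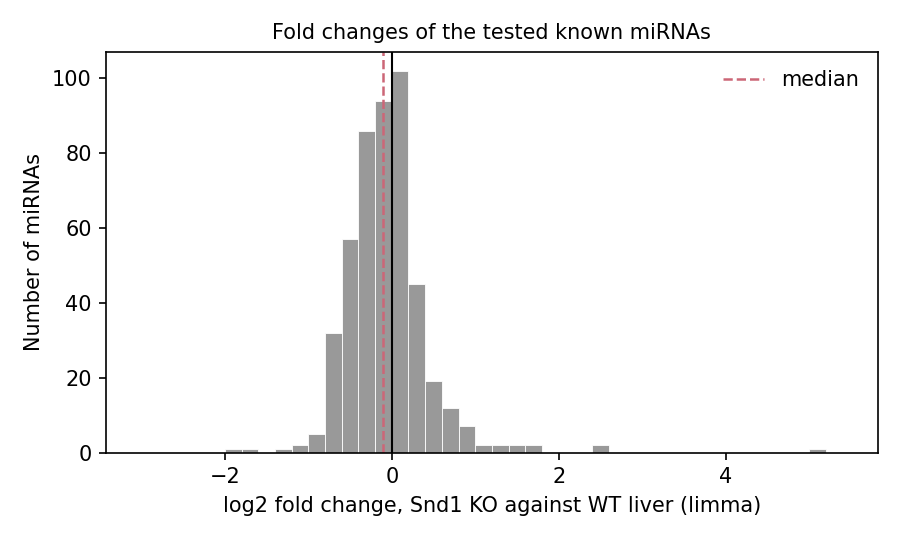
Number of miRNAs (y axis) by log2 fold change of Snd1 KO against WT liver from limma (x axis), over the 475 tested known miRNAs of 4 WT and 4 KO livers. The dashed line marks the median of -0.11, and the value farthest to the right, 5.15, belongs to miR-3074-5p.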

A general overexpression of miRNAs was observed in the *Snd1* KO liver, which could correspond to the role of Snd1 in miRNA degradation.^7^ Among the overexpressed miRNAs, miR‐96, ‐182, and‐183 have been shown to regulate HIF1‐α by increasing protein stability.^32^, ^33^

Since the microRNAs miR‐96, miR‐182, and miR‐183 were upregulated in the Snd1 KO livers and have been shown to be also upregulated in the HEK‐293T cells upon SND1 knockdown,^7^ we wanted to analyze if SND1 knockout and the microRNAs affect hypoxia response in cells. 

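The mean levels of miR-96-5p, miR-182-5p and miR-183-5p were higher in KO than in WT liver, and the spread between the mice was wide. miR-182-5p, the most abundant of the 3, had 84.0 ± 35.5 CPM in WT (SD, n = 4) and 205.8 ± 77.4 in KO (SD, n = 4), a log2 fold change of 1.29 (SE 0.38, adjusted p = 0.724 from limma). Only WT replicate 3, at 135 CPM, reached above the lowest KO library, at 131 (two-sided exact permutation test, p = 0.0571). miR-183-5p had 34.6 ± 13.5 CPM in WT and 78.9 ± 61.7 in KO, a log2 fold change of 0.97 (SE 0.51, adjusted p = 0.842; exact permutation p = 0.171). miR-96-5p had 19.2 ± 8.28 CPM in WT and 45.9 ± 37.0 in KO, a log2 fold change of 0.90 (SE 0.65, adjusted p = 0.853; exact permutation p = 0.314). For miR-96-5p, KO replicates 2 and 3 had 66.3 and 87.6 CPM, while KO replicates 1 and 4, at 12.8 and 16.8, lay within the WT range of 8.60 to 27.9. Without KO replicate 3 the log2 fold changes of miR-96-5p and miR-183-5p were 0.45 and 0.52, and without WT replicate 4 or KO replicate 2 that of miR-96-5p was 0.58.
The 3 miRNAs come from neighbouring hairpins on the minus strand of chromosome 6 in GRCm38: Mir182 from 30165918 to 30165992, Mir96 from 30169446 to 30169551 and Mir183 from 30169668 to 30169737. Snd1 itself lies on the plus strand of the same chromosome from 28480337 to 28935162, at a distance of 1.23 Mb.
Within the 4 libraries with the higher share of known miRNA tags and within the other 4, the log2 fold changes were 1.55 and 0.24 for miR-96-5p, 1.51 and 1.06 for miR-182-5p, and 1.205 and 0.74 for miR-183-5p. With the tags pooled within each genotype the log2 ratios were 1.32, 1.41 and 1.21, and the pooled model called all 3. From the higher levels of these miRNAs in KO liver and the effect of SND1 knockdown reported for human cells, the paper goes on to experiments on the hypoxia response of SND1 knockout cells, in which miR-96-5p and miR-182-5p were examined.

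**Figure D3:**
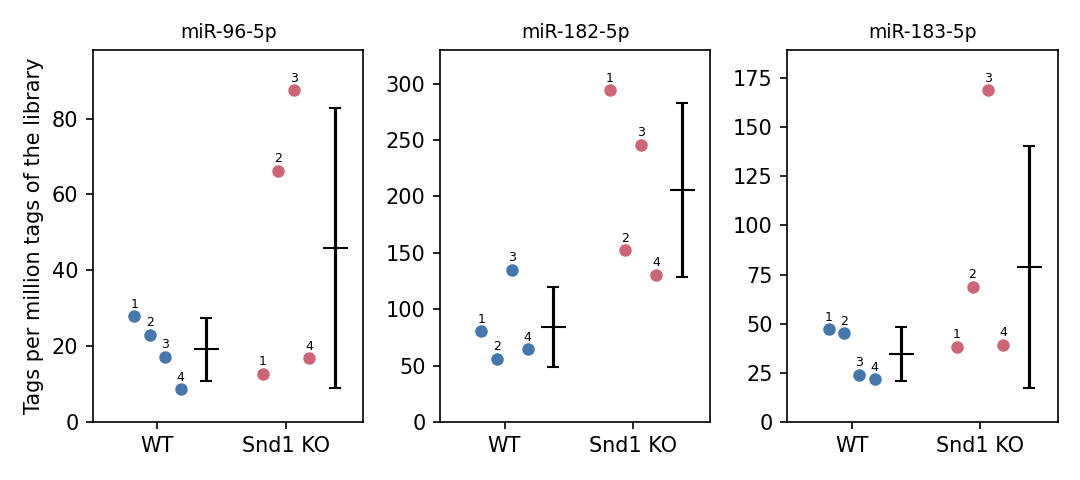
Tags per 1000000 tags of the library (CPM, y axis) for miR-96-5p, miR-182-5p and miR-183-5p in each WT and Snd1 KO liver (x axis). Points are single mice with their replicate numbers, and the bars beside them are the mean and SD of 4 mice. KO replicate 3 was the highest library for miR-96-5p, at 87.6, and for miR-183-5p, at 169, and KO replicate 1 for miR-182-5p, at 294.5.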

SND1 knockout cell lines generated by CRISPR‐Cas9 technique were used in these experiments.^30^ First, we validated the miRNA upregulation in the SND1 KO cells using qPCR analysis. Both miR‐96‐5p and 182‐5p were slightly upregulated in the SND1 KO HEK‐293T cells, but treatment with the hypoxia‐inducing compound DMOG enhanced their expression in the KO cells to reach statistical significance in comparison to control cells (Figure 5A) (the expression of miR‐183‐5p was not analyzed as there was no commercial LNA qPCR primer available for the miRNA). Next, we analyzed the effect of SND1 KO on HIF‐dependent transcription using a HIF‐responsive HRE‐LUC luciferase reporter in a 3‐day induction with DMOG to mimic chronic hypoxia. Knockout of SND1 resulted in an increase in the activity of the hypoxia‐responsive reporter that was evident with the higher 1 mM concentration of DMOG (Figure 5B). Similarly to SND1 KO, transfection of miRNA mimics of miR‐96‐5p and miR‐182‐5p increased the HRE‐LUC reporter activity in the presence of DMOG (Figure 5C). These results suggest that the effect of SND1 on hypoxia could be through negatively regulating the expression levels of hypoxia promoting miRNAs miR 96‐5p and 182‐5p.

**FIGURE 5:**
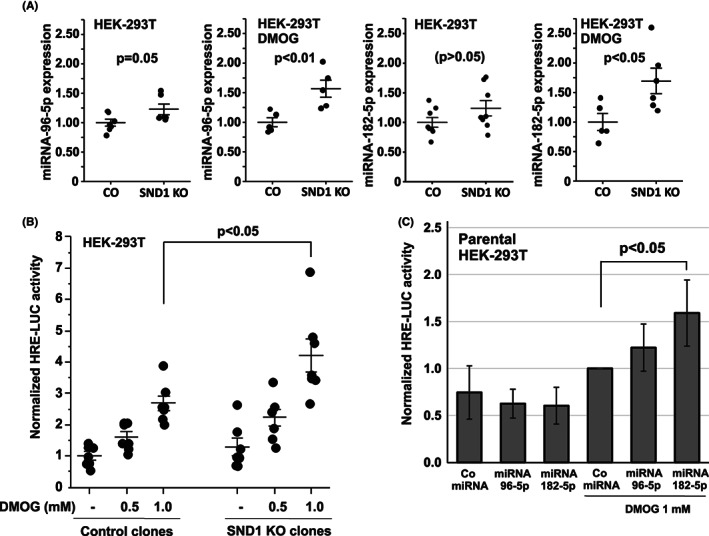
Mechanistic link between SND1, microRNAs miR‐96, miR‐182 and hypoxia (A) Expression levels of miR‐96‐5p and miR‐182‐5p in HEK‐293T SND1 KO cell clones and control clones (CO) in normal growth condition or in the presence of 1 mM DMOG. The values are from three independent experiments using 6–8 different WT and KO cell line clones. The horizontal line indicates the mean miRNA expression in the clones and the average expression of the CO clones is set as 1. miRNA expression was determined using qRT‐PCR analysis by normalizing to the U6 SnoRNA expression. The *p*‐values are calculated using paired two‐tailed *t*‐test. (B) The SND1 KO and control HEK‐293T cells were transfected with the HIF‐responsive HRE‐LUC reporter and treated, where indicated, with the HIF hydroxylase inhibitor DMOG (0.5 and 1.0 mM) to induce hypoxia‐mimicking conditions. The cells were harvested after three days of DMOG treatment to mimic chronic hypoxia and assayed for normalized luciferase activity. The data points are the average for each clone from four independent transfections and the horizontal lines indicate the mean and the standard error of the normalized activities of the clones. The average activity of the control clones in the absence of DMOG is set as 1. (C) HEK‐293T cells were transfected with the indicated microRNA mimics together with the HRE‐LUC reporter. The cells were treated, where indicated, with 1 mM DMOG for three days and harvested for analysis. The bars indicate the average normalized reporter activity from four independent transfections and the error bars indicate the standard deviation. The average activity of the control microRNA mimic in the presence of DMOG is set as 1.

### 3.6 Identification of Snd1 interacting proteins

In order to obtain mechanistic insights to Snd1 function in stress responses, we used the Biotin Proximity Ligation Assay developed by Roux et al.^34^ to identify Snd1 interaction in protein complexes. Snd1 interacting proteins were analyzed in normal non‐stressed condition, in heat shock, and in hypoxia in HEK‐293T cells. HEK‐293T cells were chosen since they are easily transfected and widely used. Snd1‐BioID2 fusion construct consisted of the full‐length mouse *Snd1* fused to C‐terminal BioID2, a biotin ligase from *Aquifex aeolicus* that is smaller and requires less biotin as compared to the original BioID BirA biotin ligase.^35^ Transient transfection conditions for Snd1‐BioID2 were chosen to correspond to the endogenous expression level of Snd1 as assessed by immunoblotting (Figure 6A). Ninety‐six interacting proteins were identified that included the previously reported Snd1 interacting proteins G3BP1 and MTDH (Metadherin). Over 50% of the identified proteins were RNA‐binding proteins. The proteins with highest number of identified peptides, suggestive for abundant interaction or proximity with Snd1, were Snd1 itself, MAP4, SERBP1, EIF4B, DDX3X, and several histone variants (Figure 6C). The list of the putative interactors was not significantly affected by the heat shock and hypoxia stress conditions, except that the number of identified interactors was smaller in the stress conditions. The multifunctional RNA‐binding protein FMR1 was the only protein identified uniquely in hypoxia. The interactors were most highly enriched in the gene ontology categories of mRNA 5′‐ and 3′‐UTR‐binding, initiation of translation, cytoplasmic stress granule, and cadherin biding (Figure 6D). Cytoplasmic stress granule proteins (listed in Figure 6E) were identified also in non‐stressed conditions suggesting that Snd1 interacts with stress granule proteins also in physiological conditions. This finding is in accordance with results that stress conditions do not significantly affect interactions between stress granule proteins.^36^ These results support the proposed role for Snd1 in stress responses that is mediated through interactions with RNA and protein components in different ribonucleoprotein complexes.

**FIGURE 6:**
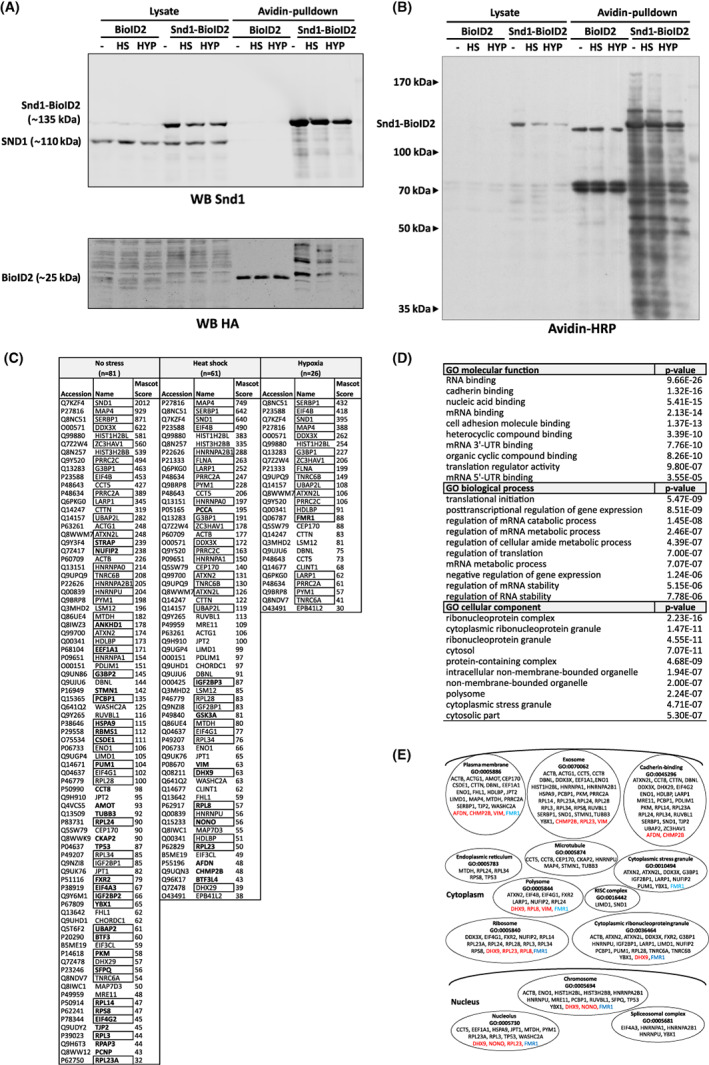
BioID analysis of Snd1 interacting proteins. (A) Western Blot analysis of HEK‐293T cells transiently transfected with either BioID2 or Snd1‐BioID2 expression vector and grown in either non‐stress condition (−) or 12 h of heat shock (HS, 42°C) or hypoxia (HYP, 2% oxygen). Lysates and biotinylated proteins captured with Avidin‐beads (Avidin‐pulldown) were resolved on SDS‐PAGE and blotted. Snd1‐BioID2 and the endogenous SND1 was detected with a Snd1 antibody (upper panel) and BioID2 with an antibody against Hemagglutinin A tag (HA, lower panel) (B) Detection of biotinylated proteins in the lysates and Avidin pulldown samples. Biotinylated proteins were detected with horseradish peroxidase –coupled Avidin (C) List of the identified Snd1 interacting/proximal proteins after Avidin‐pulldown and mass‐spectrometric identification. Listed are the identified proteins from non‐stressed growth condition, heat shock and hypoxia. The proteins that were identified also in the samples with empty BioID2 transfection are excluded from the list. The Mascot Score is relative to the number of identified peptides matching the protein. The proteins in the gene ontology ‐category of RNA‐binding proteins (GO: 0003723) are boxed and the proteins that are unique in each condition (non‐stressed, heat shock or hypoxia) are in bold (D) Gene ontology analysis of the identified putative Snd1 interacting proteins. PANTHER Overrepresentation Test (released 20181010) was used with GO Ontology database released 2018‐09‐06 with Fisher's Exact test with Bonferroni correction. (E) Visual presentation of the identified putative Snd1 interacting proteins sorted in cellular bodies and protein complexes. Proteins written in red were identified exclusively in heat shock and the protein in blue (FMR1) in hypoxia.

## 4 DISCUSSION

Here, we describe the generation and characterization of the mammalian knockout model of *Snd1* that allows the analysis of the physiological function of this multifunctional RNA‐binding protein. The results show that Snd1 is not a critical factor for mouse development and survival in normal laboratory conditions, but the KO mice show reduction in size, decreased fertility, a specific effect on myeloid cells with decreased granularity and numbers of mature myeloid cells, and gene expression changes in liver that relate to hypoxia response. *Snd1* gene is highly conserved in species from *S. pombe* to human and exists in animals as a single copy gene without close homologs. Thus, the mouse KO phenotypes are not likely influenced by functional redundancy within a gene family and is expected to reflect the “true” function of the gene.

The *Snd1* gene homolog deletions have been generated in some non‐mammalian species. In the African trypanosome, deletion of *Snd1* did not affect the RNAi pathway, cell growth or differentiation,^37^ while deletion of the *Snd1* homologs in the plant *Arabidopsis thaliana* resulted in reduced root growth and fertility and decreased tolerance to stress conditions, which correlated with destabilization of certain mRNAs required for stress tolerance.^23^ The *Drosophila Tudor‐SN* has been linked to spermatogenesis and transposon silencing through interaction with the Piwi protein.^24^ Our histopathological analysis did not reveal apparent changes in the testis morphology or sperm development in the KO (Figure S2). It is thus likely that Snd1 has only a modulatory role in spermatogenesis, at least in mouse, through interactions with factors such as the Piwi homologs and the RNA‐binding protein Sam68 implicated in regulation of spermatogenesis.^15^

The spleens of *Snd1* KO mice had reduced number and granularity of mature granulocytes and monocytes that coincided with reduced expression of azurophilic granule genes (Figure 3). The downregulated expression of the serine proteases *Ela2* and *Prtn3* and upregulation of their functional antagonists, *Serpins*, in the KO mice suggests a role for Snd1 in orchestration of defense mechanisms, where the opposite gene responses converge functionally to strengthen the inflammatory response. One possibility for the observed myeloid phenotype would be the Snd1‐mediated regulation of transcription factors (coactivation or repression) that guide the timely expression of granule proteins. However, this we find unlikely since silencing or overexpression of *Snd1* in the human K562 cell line did not affect the activity of *Ela2‐*, *Lcn2‐*, *and Mpo‐*promoter driven reporter genes (Figure S7). These data indicate that Snd1 is not transcriptionally regulating the expression of myeloid genes.

*Snd1* KO livers were significantly smaller than in WT littermates (Figure 1D). However, the analysis of the *Snd1* KO liver mRNA transcriptome using microarray analysis showed relatively modest overall changes in gene expression. Only 28 genes were differentially expressed by over 2‐fold (Figure 4A,B). Transcripts encoding for acute‐phase plasma proteins, *Lcn2*, *Orm2*, *Saa1* and *Saa2* were among the most downregulated genes in the KO livers (Figure 4B). The microarray analysis was further supported by RNA‐seq analysis that showed similar results, including downregulation of the genes encoding acute‐phase plasma proteins. The acute‐phase genes are normally expressed at low levels and highly induced in inflammation. Snd1 could have a role in the steady‐state low level expression of the genes whereas the possible role in inflammation‐induced expression remains to be investigated. Interestingly and in accordance with our KO model, transgenic overexpression of *Snd1* in mouse liver has been shown to result in chronic inflammatory state with partial penetrance to hepatocellular carcinoma.^38^

The most striking finding of the gene expression analysis was the close correlation of the differentially regulated genes in the *Snd1* KO mice and mice exposed to long‐term hypoxic environment^25^ (Figure 4B,D). Response to low oxygen in hypoxic environment is a conserved function throughout the eukaryotic phylogeny. In vertebrates, hypoxia leads to stabilization of the Hypoxia Inducible Factors, HIF‐1a, ‐2a, and ‐3a. These transcription factors induce expression of genes to counteract the hypoxic challenge, such as the genes involved in glucose transport, glycolytic pathway and generation of new blood vessels. Silencing of *Snd1* in human HEK‐293T cells has been shown to result in increased expression of 35 miRNAs,^7^ of which four miRNAs are in this study found to be overexpressed also in the mouse *Snd1* KO liver. Interestingly, three out of the four common upregulated miRNAs (miR‐96‐5p, miR‐182‐5p, and miR‐183‐5p) that are conserved between mouse and human are shown to positively regulate the hypoxia response.^32^

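Taken as a group, the tested arms of the miR-183 cluster, miR-96-5p, miR-182-5p, miR-183-5p and miR-183-3p, had a median log2 fold change of 0.93 in KO liver, with 4 of 4 positive. Without KO replicate 3 the median was 0.52 over the 3 arms then tested. As a list the cluster passed limma's camera test (adjusted p = 1.61e-05), which sets its members against the other tested miRNAs. With an estimated correlation between the members it did not (adjusted p = 0.0564), nor did it pass limma's fry (adjusted p = 0.0547). The study chose the cluster on these libraries, so the test is not independent evidence. miR-183-3p, the rarer arm of its hairpin, had 0.76 ± 0.215 CPM in WT (SD, n = 4) and 2.26 ± 0.777 in KO (SD, n = 4), with no overlap between the genotypes (log2 fold change 0.87, SE 0.23, adjusted p = 0.423 from limma). miR-183-3p reached 1 CPM in the 4 KO libraries and in no WT library, so it was tested only through its KO values. Its lack of overlap and its positive sign are therefore no independent support for the list. Adjusted over the list alone, miR-182-5p and miR-183-3p passed. The arms miR-96-3p and miR-182-3p were too low for the test. miR-210, the miRNA most widely used as a marker of hypoxia, had log2 fold changes of -0.08 for miR-210-3p (SE 0.35, adjusted p = 0.971) and 0.14 for miR-210-5p (SE 0.48, adjusted p = 0.971), and leaving out single libraries turned the sign of both.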

We confirm by qPCR analysis the observed in vivo effect of SND1 loss on miR‐96‐5p and miR‐182‐5p expression in HEK‐293T cells (Figure 5A). The link between SND1 and the miRNAs in hypoxia is further supported by stimulations of hypoxic condition by DMOG treatment where both SND1 KO and overexpression of miR‐96‐5p/miR‐182‐5p mimic have similar stimulatory effect on the HRE‐LUC hypoxia reporter. It should be noted, however, that we did not observe any significant effect by SND1 KO on HIF1‐α stability or HRE‐LUC activity in short‐term (acute) inductions of hypoxia, but the effect was only observed when chronic hypoxia was simulated by DMOG treatment for several days. Therefore, we speculate that SND1 could be required for controlling adaptation to hypoxia rather than in the immediate hypoxia response. We also found that recombinant SND1 protein could bind the miR‐96‐5p and miR‐182‐5p RNAs in an Electrophoretic Mobility Shift assay (EMSA) (Figure S9) but could not detect any decay of the miRNAs by SND1 in the assay suggesting that the role of SND1 may be indirect in negative regulation of the miRNAs' expression rather than through direct degradation by SND1 nucleolytic activity. SND1 has also been previously shown to be involved in hypoxia through negatively regulating the processing of the pri‐miRNA‐17‐92a to their respective miRNAs in hypoxic condition.^39^

The growth of tumor mass is dependent on its ability to respond to the hypoxic condition by inducing the expression of glucose transporters, glycolytic enzymes and vascular growth factors that enable adaptation and further tumor growth. In the light of evidence that Snd1 is overexpressed in several cancer types, it is highly relevant to investigate the effect and mechanisms of Snd1 and its overexpression on hypoxia response and cancer. Taken together, our results indicate an evolutionarily conserved role for Snd1 in hypoxia response in attenuating the hypoxia‐induced transcriptional response and regulating hypoxia adaptation.

The phenotype of the *Snd1* mouse knockout is rather subtle and may at first appear unexpected given the multiple functional assignments for the protein. However, our interpretation of the results is that the major function of Snd1 is a response function in reaction to external stimuli or stress, or during transformation. Several lines of evidence support this “response gene” concept. In mammalian cells, Snd1 has been shown to accumulate in cytoplasmic stress granules in response to various stress signals.^20^, ^21^ This is further supported by the BioID analysis that identified several stress granule proteins interacting with Snd1 (Figure 6). Similarly, to mammalian Snd1, the *A. thaliana* Snd1 was shown to localize in stress granules and processing bodies and *Snd1* deletion impaired tolerance to high salt concentration induced stress by downregulating mRNAs encoding secreted proteins.^22^, ^23^ Stress granules are formed of mRNA and stalled translation initiation complexes and may play a role in cellular response against harmful conditions. Additional evidence for Snd1 in stress responses has been provided in the context of breast cancer tumorigenesis where Snd1 stabilized the expression of pro‐survival genes under stress conditions through yet unknown mechanism.^16^ In this report, we provide further evidence for a role for Snd1 in stress in a physiological context, more precisely for proper hypoxia adaptation and attenuation of hypoxia‐responsive transcription.

Biotin Proximity Ligation Assay (BioID) was employed in normal and stress conditions to gain further insight into the Snd1 function. Most of the identified proteins (63 out of 96) were RNA‐binding proteins (Figure 6C). Most of the proteins in our analysis were putatively novel Snd1 interactors as only seven proteins (DDX3X, DHX9, EIF3CL, G3BP1, HNRNPU, MTDH and RPL23A) are listed in the BioGrid database as Snd1 interactors. Importantly, two of these proteins, G3BP1 and MTDH, are well‐established Snd1 interactors^16^, ^20^ supporting the validity of our analysis. Based on the number and coverage of the identified peptides, one of the highest confidence Snd1 interactor was the Microtubule Associated Protein 4 (MAP4), and also several other microtubule associated factors were identified (Figure 6E). Microtubules have also been previously shown to associate with Snd1 and this interaction could have a role in Snd1 trafficking and localization to stress granules.^40^ Another protein that was highly enriched in the analysis was SERBP1 (Serpine1 mRNA‐Binding Protein 1). Interestingly, the closest *Drosophila* homolog of the mammalian SERBP1 is VIG that is shown to interact with the fly Tudor‐SN in the RNA‐induced silencing complex (RISC).^6^ Two of the identified interactors, Trinucleotide repeat‐containing gene 6A and ‐ 6B (TNRC6A and TNRC6B) are components of the GW182 complex with a regulatory role in RNA interference in the RISC‐complex. Among the identified proteins were stress granule proteins including G3BP1, UBAP2L, CSDE1, and PRRC2C that are required for efficient formation of stress granules.^36^

*Snd1* gene ortholog is found in the fission yeast *Schizosaccharomyces pombe* but is lacking in the *Saccharomyces cerevisiae*. This expression pattern correlates with the more developed processes of gene regulation, pre‐mRNA splicing and RNA interference in *S. pombe* as compared to *S. cerevisiae* and it is consistent with the proposed roles for Snd1 in RNA metabolism. We investigated the function of Snd1 in mouse and show that in normal living conditions Snd1 has a rather subtle and organ/cell type specific effects on transcription. The results of this study link Snd1 to stress response and hypoxia related gene expression through miRNOme regulation.

## AUTHOR CONTRIBUTIONS

J. Saarikettu, M. Pesu, I. Junttila, J. Partanen, P. Sipilä, M. Poutanen, J. Yang, and O. Silvennoinen designed research; J. Saarikettu and S. Lehmusvaara performed research; J. Saarikettu and S. Lehmusvaara analyzed data; M. Pesu, I. Junttila, and J. Partanen contributed new reagents; and J. Saarikettu and O. Silvennoinen wrote the paper.

## FUNDING INFORMATION

This work was supported by the Academy of Finland (O.S 287573, M.P. 128623, M.P. 135980 and I.J. 25013080481), the Sigrid Juselius Foundation (O.S. and M.P.), the Finnish Cancer Foundation, Jane and Aatos Erkko Foundation, Tampere Tuberculosis Foundation and the Finnish Cultural Foundation, a Marie Curie International Reintegration Grant within the 7th European Community Framework Programme (MP), Emil Aaltonen Foundation (MP), and Competitive Research Funding of the Tampere University Hospital (OS grant 9V061, MP grants 9M080, 9N056, IJ 9N018), Competitive Research Funding of the Fimlab laboratories (IJ X51409) and Finnish Medical Foundation (IJ).

## DISCLOSURES

The authors declare no conflict of interest.

## Supporting information

**Appendix S1:** Supporting Information

## Data Availability

The gene expression data in this publication has been deposited in NCBI's GeneExpression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession numbers GSE144217 for the spleen array data, GSE144060 for the liver array data, and GSE144309 for the liver small‐RNA seq data.

# Supplementary material for: The RNA‐binding protein Snd1/Tudor‐SN regulates hypoxia‐responsive gene expression
**Source:** FASEB Bioadv. 2023 Feb 21;5(5):183–98. doi: 10.1096/fba.2022-00115
**Supplement:** Supplementary file 1 — Appendix S1: Supporting Information

SUPPORTING INFORMATION

SUPPLEMENTARY TABLE S1

Primers used for cloning of the *Snd1* targeting construct.

Primer name	Sequence
Retrieval 5'1	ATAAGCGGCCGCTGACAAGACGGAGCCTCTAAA
Retrieval 5'2	GTCAAGCTTGGCTTGTGAGCACTGTTGAG
Retrieval 3'1	GTCAAGCTTCTGTGCTGGGCTTTGTGATA
Retrieval 3'2	TCTACTAGTACTTCCCTCTGGTTGGCTCT
NeoFloxF 5'1	CGCGTCGACGCATGTTTCATGCTCCACGTA
NeoFloxF 5'2	CGCGAATTCAAACAATTTTGAGGGGGTTGC
NeoFloxF 3'1	CGCGGATCCATGCTGACCCCAAACTTGA
NeoFloxF 3'2	CGCGCGGCCCGCCTCCTGCTCCAAGTGGT
NeoFRTloxF 5'1	CGCGTCGACCAAGGGTCCGTGTTTTCTCTC
NeoFRTloxF 5'2	CGCGAATTCGGGGATTGTTATCCGTGAAA
NeoFRTloxF 3'1	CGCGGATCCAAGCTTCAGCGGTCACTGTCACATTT
NeoFRTloxF 3'2	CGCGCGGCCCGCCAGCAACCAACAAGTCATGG

SUPPLEMENTARY TABLE S2

Primers used in qRT-PCR gene expression analysis.

Target	Forward and reverse primer	Product size
<i>Mouse</i><br><i>Serpina1b</i>	TGAGGCAGTGAAAGAACTGG<br>TCTCAGGATCGAATGGCTTC	95 bp
<i>Mouse</i><br><i>Camp</i>	TCTACCGTCTCCTGGACCTG<br>CTCTGCCTTGCCACATACAG	107 bp
<i>Mouse</i><br><i>Ngp</i>	GCCACTCCGCCTTCTAGTC<br>CTGTCTCTCCTGGGTGGAAG	93 bp
<i>Mouse</i><br><i>Mpo</i>	CCTTCTTCACTGGCCTCAAC<br>GGTTCTTGATTCGAGGGTCA	96 bp
<i>Mouse</i><br><i>Ela2</i>	CTTCTCTGTGCAGCGGATCT<br>ACGTTGGCGTTAATGGTAGC	105 bp
<i>Mouse</i><br><i>Prtn3</i>	CAATTACAACCCCGAGGAGA<br>GACAGAGTCTGGTCCTGCTG	117 bp
<i>Mouse</i><br><i>Snd1</i>	CTTTTCCGAGCGTACCTGTG<br>TCTGCAGCTAGCAGCTCATC	147 bp
<i>Mouse</i><br><i>Tbp</i>	GCCTTCCACCTTATGCTCAG<br>TGCTGCTGTCTTTGTTGCTC	163 bp

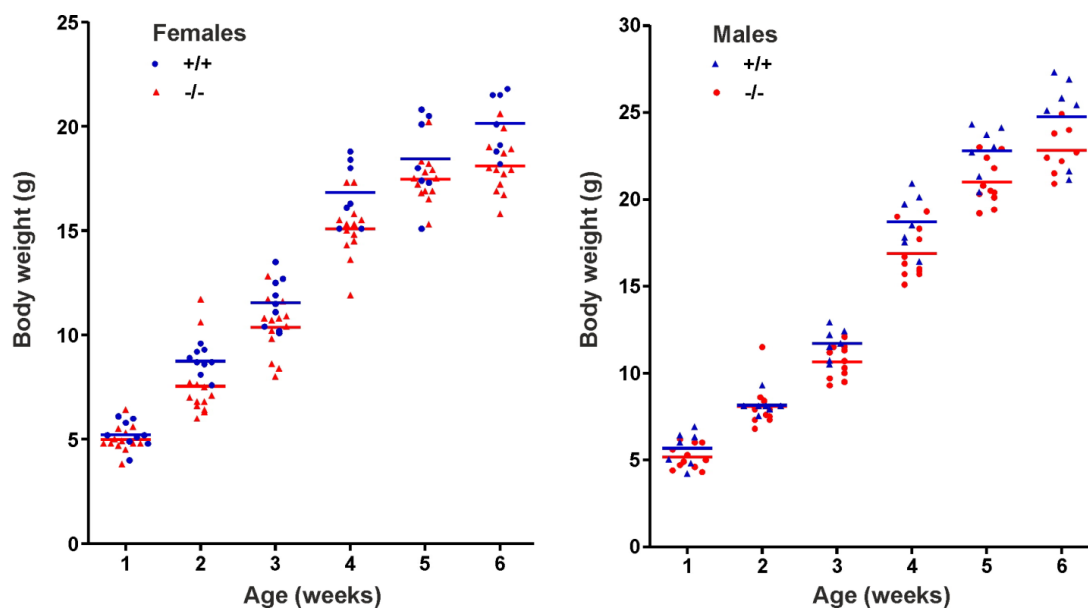

SUPPLEMENTARY FIGURE S1. Weight gain of the *Snd1* KO and WT mice. Weight of the animals was monitored from the first week after birth until week 6 of age.

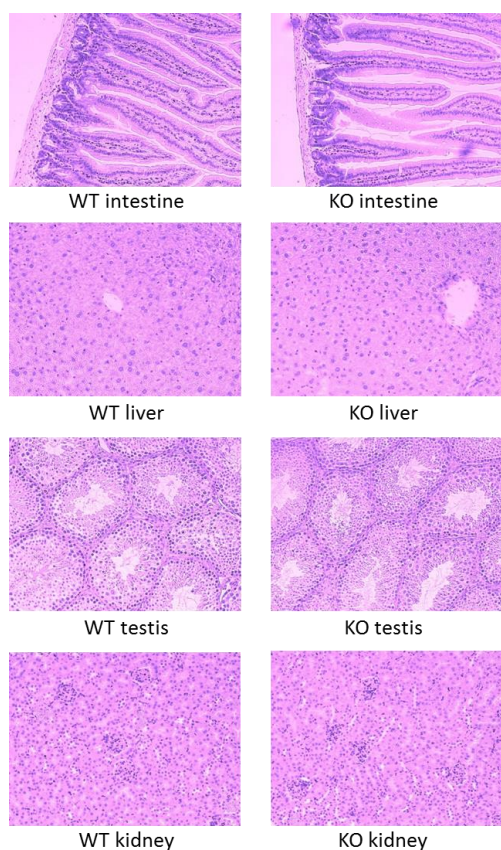

SUPPLEMENTARY FIGURE S2. Histological analysis of *Snd1* KO mice. Paraffin embedded formalin fixed tissue sections from 2-months old males were stained with hematoxylin and eosin. No evident changes were observed in the histology analysis.

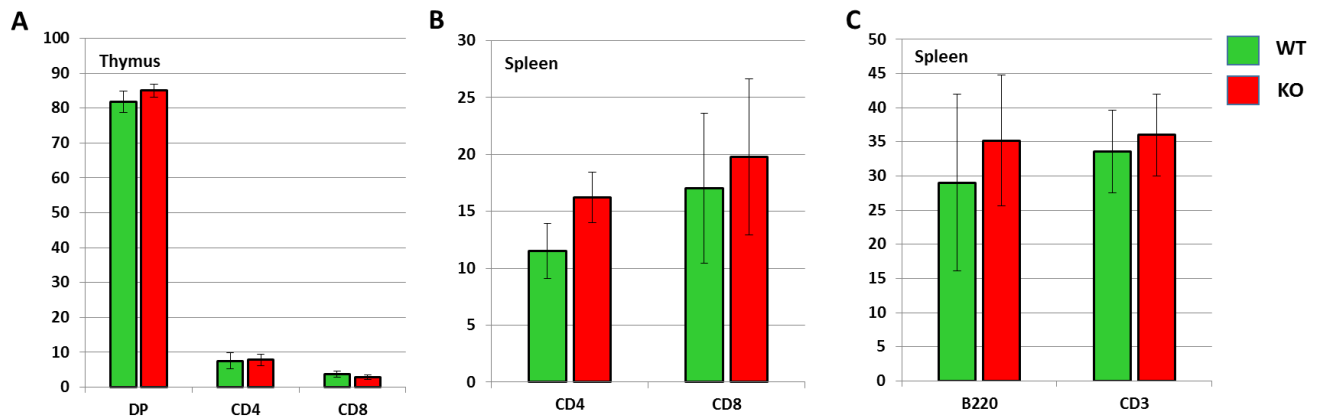

SUPPLEMENTARY FIGURE S3. FACS analysis of lymphocyte cell populations. A) CD4 and CD8 positive T-cells of thymus in WT and KO animals (n=6). DP = double positive. B) CD4 and CD8 positive T-cells of spleen in WT and KO animals (n=8) C) B220 positive B-cells and CD3 positive T-cells of spleen in WT and KO animals (n=8). Bars indicate the percentage of each cell population within the lymphocyte gate.

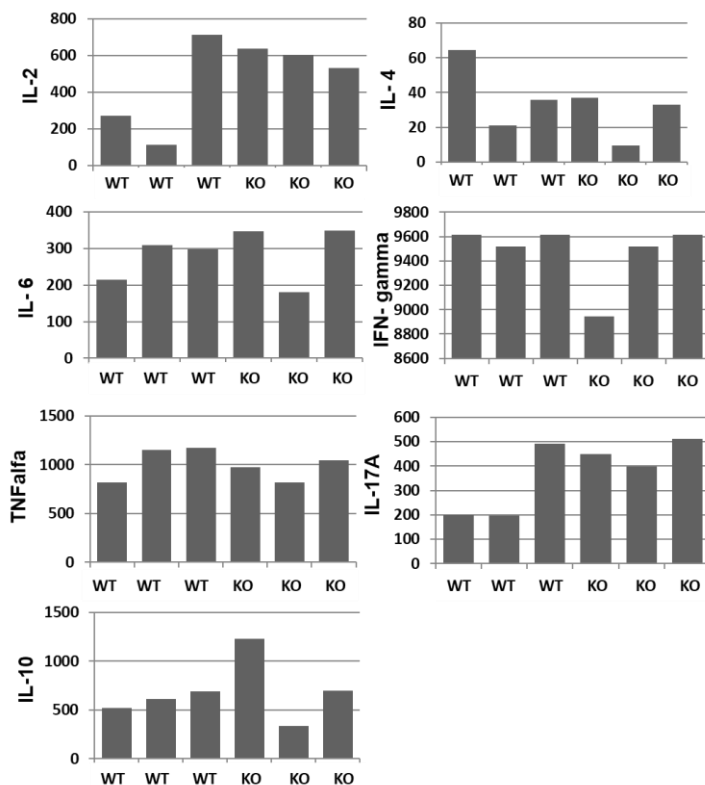

SUPPLEMENTARY FIGURE S4. Cytokine expression in cultured T-cells is not significantly affected in the *Snd1* knockdown. Splenocytes were cultured for 2 days on anti-CD3+anti-CD28 coated plates and the medium used for quantification of the cytokines (pg/ml). IL-2 was quantified using ELISA assay (Ebiosciences) whereas the other cytokines were determined with Mouse Th1/Th2/Th17 Cytokine Bead Array (BD Biosciences). Splenocytes for this analysis were from *Snd1* knockout (KO) animals (n=3) that were generated by breeding the *Snd1* Flox/Flox mice to PKG-Cre mice ubiquitously expressing CRE-recombinase. SND1 protein level in the expanded T-cells was reduced by >90 % compared to control cells (*Snd1* Flox/Flox without CRE, denoted here as WT) as assessed by Western Blot.

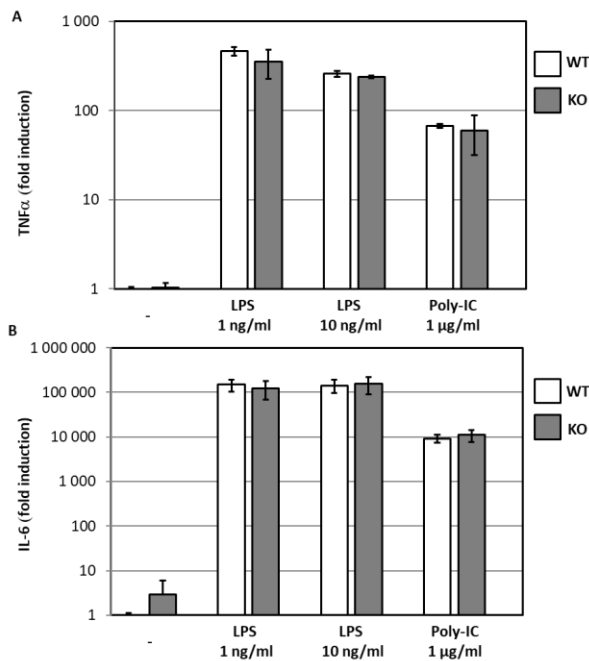

SUPPLEMENTARY FIGURE S5. Bone marrow derived macrophage activation is not affected in the KO. Bone marrow cells from WT and *Snd1* KO mice were cultured for 8 days in the presence of M-CSF (Peprotech). Cells were stimulated, where indicated, by Lipopolysaccharide (LPS, Sigma-Aldrich) or Poly-IC (Invivogen), for 3 hours. Expression of *TNF α* (A) and *IL-6* (B) was determined by qRT-PCR analysis by normalization to *Tbp* expression. Two individual 12-weeks old WT and KO male mice were used. Shown is the fold induction of expression, the average in unstimulated WT cells set as 1.

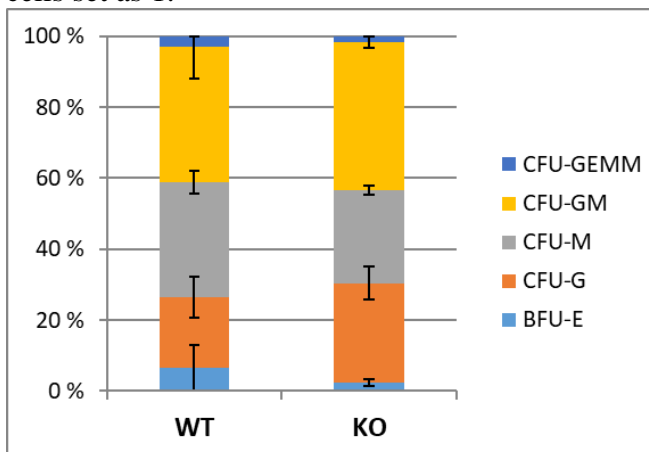

SUPPLEMENTARY FIGURE S6. Hematopoiesis is not significantly affected in the *Snd1* KO in colony forming cell assay. The colony forming assay is based on the ability of hematopoietic progenitors to proliferate and differentiate as colonies in a semisolid medium that has been supplemented with cytokines to enable hematopoiesis. The colonies can be quantified and characterized according to their unique morphology. The bone marrow cells were isolated from 12-week-old WT and *Snd1* KO mice and grown in Methylcellulose medium (R&D systems, HSC007) according to manufacturer's instructions. The medium contains the cytokines to support all hematopoiesis except B cells. The cell colonies were identified after 8-10 days of culture by visual inspection under microscope from triplicate samples from three individual animals of both genotypes. Error bars represent standard deviation. CFU-GEMM, colony forming units generating myeloid cells; GM, granulocyte-macrophage progenitors; M, macrophages; G, granulocytes; BFU-E, burst forming unit erythroid.

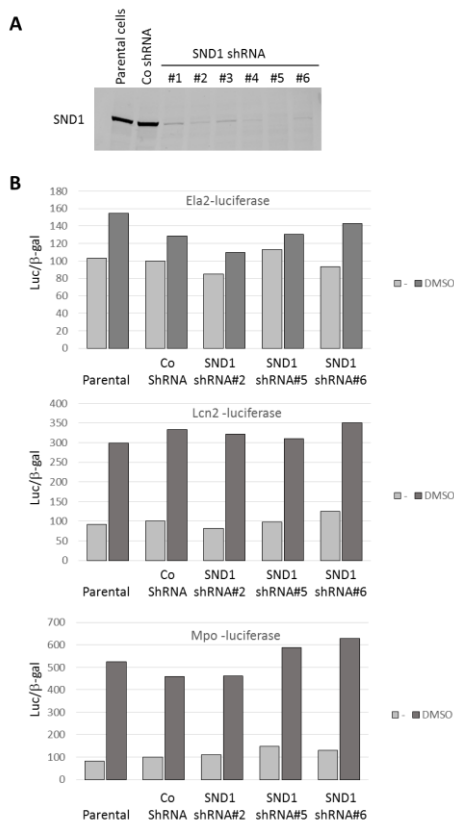

SUPPLEMENTARY FIGURE S7. SND1 silencing has no significant effect on the Ela2-, Lcn2- and Mpo-luciferase activities. **A.** Western Blot analysis of SND1 expression in lentiviral shRNA silenced K562 cells. **B.** Ela2-, Lcn2- and Mpo-luciferase activities in the SND1 silenced K562 cells in the absence or presence of DMSO for induction of myeloid differentiation.

RNAi Consortium shRNA library (Broad Institute, Cambridge, MA) *SND1* clones were used to produce lentiviral shRNA particles for silencing of the human *SND1*. The following shRNAs were used: TRCN0000049656 (CGGGATCTCAAGTATACCATT), TRCN0000245142 (TCTCGTCTCAAACCTCTATTTG) and TRCN0000245143 (GCTGATGATGCAGACGAATTT).

K562 cells were maintained in RPMI supplemented with 10% FBS and penicillin-streptomycin. After lentiviral infection the cells with stable lentiviral integration were selected using 1 µg/ml Puromycin. For transient luciferase reporter transfections the K562 cells were electroporated using 5 µg of the luciferase reporters and 5 µg of CMV-b-gal for normalization. Electroporation was carried out using Bio-Rad Gene Pulser II Electroporation System with 340 volts and 975 µF. Cells were grown for 24 hours in the presence or absence of 1% DMSO for induction of myeloid differentiation before assaying the luciferase activity (Luciferase Assay System, Promega) and beta-galactosidase activity with 2-nitrophenyl-β-d-galactopyranoside as substrate and measuring the absorbance at 405 nm.

The promoter regions of mouse Ela2, Lcn2 and Mpo were PCR amplified using mouse genomic DNA as template. The following primer pairs were used:

GCGAGATCTCTGAGGGGCACACATCTCTCC and GCGAAGCTTCCCCACATCCCTACCTAACAG for the ELA2 promoter (-133 to +1 with respect to the transcription start site), CACATCAGAAGAGGGTGTTCAGATC and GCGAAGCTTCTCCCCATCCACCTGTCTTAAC for the Lcn2 promoter (-198 to +65) and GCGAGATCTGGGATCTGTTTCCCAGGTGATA and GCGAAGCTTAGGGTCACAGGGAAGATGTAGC for the Mpo promoter (-493 to +78). The amplified promoter sequences were cleaved and inserted into BglII and HindIII in pGL4.23 luciferase vector (Promega) that contains the cloning site followed by a minimal promoter and luciferase gene.

SUPPLEMENTARY TABLE S3. The expression values of 101 common genes between microarray and RNAseq analyses, in which expression was significantly altered in the SND1 KO mouse livers as compared to WT.

Gene	W1	W2	W3	gene expression microarray							RNAseq										logFC	PValue	FDR
				KO1	KO2	KO3	KO4	p.adjuster	logFC	W1	W2	W3	W4	KO1	KO2	KO3	KO4						
Acot3	6.58	6.63	6.57	6.51	7.12	7.24	7.48	7.48	0.009405	0.76	12	16	6	6	34	92	94	44	2.47	1.15E-07	2.22E-05		
Acot4	6.97	6.82	6.93	6.89	7.22	7.38	7.51	7.82	0.042355	0.58	598	702	615	665	960	1186	1546	1094	0.67	3.05E-06	0.000345		
Acpp	7.07	7.08	6.89	6.83	6.61	6.55	6.63	6.59	0.030059	-0.37	341	249	123	273	117	31	111	152	-1.46	0.001265	0.031365		
Acs13	7.58	7.55	7.54	7.49	7.87	8.27	8.54	8.59	0.034964	0.78	887	897	926	940	1370	2124	2317	1587	0.79	3.98E-07	6.53E-05		
Agmt	10.35	10.21	10.17	10.04	10.59	11.04	11.49	11.12	0.040805	0.87	7207	8668	6409	8572	11401	18543	26465	11695	0.92	0.000162	0.00772		
Amigo2	7.1	7.25	7.16	7.26	7.63	7.36	7.55	7.62	0.044183	0.35	100	110	144	107	267	187	206	205	0.69	0.001131	0.029171		
Apcs	8.59	9.24	8.92	8.84	7.34	8.07	7.97	7.63	0.025819	-1.15	5549	3898	12670	3274	1833	1880	1749	1026	-2.22	2.21E-07	3.89E-05		
Apon	8.78	8.83	8.65	8.77	8.37	8.33	8.52	8.42	0.028665	-0.35	7109	7859	8124	7763	6438	5361	5924	5862	-0.60	4.32E-06	0.000445		
Aqp8	8.62	8.67	8.94	8.71	7.71	7.01	7.55	7.31	0.008278	-1.34	1640	2394	1051	2316	518	318	804	1061	-1.64	7.98E-06	0.000727		
Arf5	8.33	8.34	8.17	8.19	7.88	7.73	7.84	7.86	0.016235	-0.43	563	594	591	680	469	392	402	304	-0.84	1.95E-08	0.000934		
Ass1	12.68	12.37	12.38	12.45	13.26	13.02	13.1	13.13	0.012811	0.66	47416	59592	41479	74867	78498	130552	135731	93918	0.76	0.000377	0.014163		
Bok	8.01	8.32	8.22	8.2	7.49	7.66	7.53	7.73	0.016235	-0.59	403	375	249	411	277	227	250	246	-0.73	6.88E-05	0.003934		
Cbr1	8.66	8.28	8.46	8.48	9.02	9.29	9.25	8.98	0.021171	0.66	694	1115	1286	1070	1705	2040	2202	1448	0.61	0.001437	0.034282		
Cd74	8.54	8.45	8.46	8.46	8.76	9.2	9.2	9.06	0.018219	0.53	522	627	608	843	1092	1438	1303	768	0.61	0.001265	0.031365		
Cpne8	7.32	7.72	7.16	7.41	6.79	6.88	6.69	6.62	0.030059	-0.66	255	180	473	236	189	129	90	147	-1.26	0.000359	0.031725		
Cps1	12.75	12.43	12.26	12.16	12.91	13.19	13.31	13.46	0.034618	0.82	230110	255303	252763	348110	373142	492748	517935	435490	0.53	0.001546	0.03582		
Csrp3	6.97	7.07	7.11	6.96	6.84	6.72	6.62	6.6	0.040805	-0.33	550	617	536	535	426	226	215	324	-1.11	1.32E-06	0.000354		
Cyp17a1	7.68	7.29	7.17	7.65	8.04	8.99	8.97	9.49	0.040805	1.43	137	117	393	232	519	1114	1028	698	1.70	2.23E-05	0.001025		
Cyp2f2	6.6	6.81	6.67	6.66	6.46	6.45	6.44	6.46	0.048822	-0.24	41	12	22	15	7	2	3	10	-2.22	0.000325	0.031306		
Cyp4a14	7.04	6.49	6.62	6.45	10.06	9.11	9.1	8.16	0.017263	2.46	9	82	48	96	2442	2481	2241	381	4.80	2.46E-11	1.43E-08		
Cyp7b1	7.11	7.1	7.22	7.06	7.35	7.39	7.52	7.66	0.046883	0.36	697	901	455	835	1079	1473	1682	1177	0.69	0.000512	0.017686		
Cyp8b1	12.48	12.94	12.86	12.61	11.35	10.79	10.75	10.78	0.030308	-1.81	18894	19635	17800	15296	10348	3183	2729	10903	-1.59	0.000449	0.016389		
Cyp8b1	12.37	12.38	12.63	12.51	11.66	9.69	10.05	10.72	0.038589	-1.94	8777	13437	6376	13415	5817	1195	1595	5770	-1.71	0.000925	0.025598		
Dct	8.58	8.74	8.84	8.51	6.97	6.81	6.92	6.74	0.000054	-1.81	275	298	147	201	91	23	65	63	-2.13	5.15E-08	1.12E-05		
Dhx58	7.36	7.47	7.35	7.5	7.21	7.08	7.14	7.05	0.035577	-0.30	352	428	364	481	385	283	366	311	-0.48	0.002076	0.044034		
Dio1	8.47	9.2	9.4	9.42	8.13	6.77	7.12	7.22	0.029688	-1.81	3976	6283	4605	4721	1856	240	459	2480	-2.13	0.000649	0.020832		
Dnajb2	8.92	8.76	8.64	8.9	9.13	9.4	9.14	9.35	0.040805	0.45	870	1059	976	1208	1428	1946	1641	1452	0.44	0.000767	0.022737		
Ear2	7.28	7.47	7.6	7.56	6.83	6.94	6.91	6.75	0.012811	-0.62	110	134	95	97	45	40	65	35	-1.46	4.33E-09	1.4E-06		
Elov11	7.73	7.73	7.61	7.74	8.39	8.04	8.1	8.06	0.033863	0.44	780	728	813	750	1253	1238	1434	1197	0.52	1.53E-05	0.001218		
Elov13	7.9	7.79	8.13	7.79	7.36	7	6.82	7.12	0.020483	-0.83	2831	5255	1647	2583	1848	1137	594	1263	-1.54	0.000104	0.005744		
F2r	9.96	10.06	10.56	10.42	9.73	9.22	9.7	9.72	0.047719	-0.79	1901	1920	1782	1799	1183	726	804	1293	-1.09	3.13E-07	5.35E-05		
Fads1	12.47	12.3	12.18	12.32	12.71	13.04	12.99	13.33	0.030059	0.70	6779	8446	7501	8323	17783	19819	18140	16100	1.00	5.91E-15	6.43E-12		
Fads2	8.7	8.34	8.4	8.59	9.53	9.49	9.47	10.01	0.012811	1.13	6983	8291	6749	9499	24350	32236	29064	22932	1.57	6.48E-25	1.61E-21		
Fbp1	12.06	11.78	11.84	11.99	12.21	12.34	12.45	12.46	0.03326	0.45	19665	25058	17918	30470	32394	42139	45235	36052	0.54	0.002081	0.044083		
Fbxo6	10.44	10.33	10.29	10.25	9.59	9.56	9.49	9.55	0.030276	-0.68	996	1008	842	860	761	627	684	674	-0.65	3.08E-06	0.000345		
Fh1	10.51	10.11	10.17	10.23	11.1	11.03	11.23	11.2	0.006462	0.89	5209	5758	5967	8883	9851	15406	13393	10191	0.69	0.000185	0.008605		
Fkbp4	10.43	10.41	10.41	10.42	10.91	10.85	10.84	10.84	0.019419	0.39	4161	5125	4343	7096	7462	10138	8657	7896	0.52	0.002066	0.043978		
Gale	7.3	7.07	6.93	7.2	7.52	7.86	7.58	7.55	0.04266	0.50	379	447	579	470	1121	2305	1368	930	1.38	1.54E-07	2.84E-05		
Gck	9.26	8.58	8.28	9.02	9.98	10.02	9.8	9.91	0.028665	-1.14	3050	2460	3424	5261	12733	14376	12172	12063	1.65	3.59E-15	4.17E-12		
Gna14	7.13	7.5	7.28	7.61	6.7	6.56	6.67	6.67	0.016235	-0.73	309	253	194	363	91	48	55	207	-1.65	0.000274	0.011405		
Gsta2	7.08	6.75	6.92	6.75	7.27	7.91	7.96	8.22	0.040196	0.97	303	364	201	528	726	1540	2267	1057	1.79	1.57E-07	2.88E-05		
Gsta4	8.25	8.07	7.99	7.94	8.66	9	8.78	8.69	0.013214	0.72	801	861	634	1041	1325	2311	2737	1720	1.06	3.32E-07	5.62E-05		
Gstm1	11.31	11.18	11.12	10.83	11.61	11.66	11.88	11.78	0.028774	0.62	5181	6654	4953	6803	10433	10807	14044	7427	0.64	0.000326	0.031306		
Gstp1	12.83	13.13	13.1	12.95	12.17	12.47	12.19	11.92	0.018219	-0.81	19988	19307	20776	20446	18295	10248	10967	12689	-0.83	6.06E-05	0.00359		
Gstp2	7.53	8.05	7.72	7.35	7.02	6.87	6.78	6.78	0.029905	-0.80	64	61	358	46	42	28	19	41	-2.26	0.000955	0.026214		
Gstt2	8.51	8.51	8.4	8.74	8.57	9.54	9.34	9.15	0.0128192	0.68	1380	1580	1023	1586	2436	2389	2982	2222	0.64	1.52E-05	0.001215		
H2-Ab1	7.64	7.38	7.46	7.67	8.04	7.92	8.12	8.13	0.024604	0.52	277	475	432	507	747	823	868	534	0.60	0.002086	0.044116		
Hsd17b2	10.43	10.96	10.94	10.54	9.91	9.83	9.69	9.49	0.018793	-0.99	6776	7854	6511	6187	5109	3813	4272	3835	-0.90	5.5E-09	1.67E-06		
Hsd3b5	11.47	12.08																					

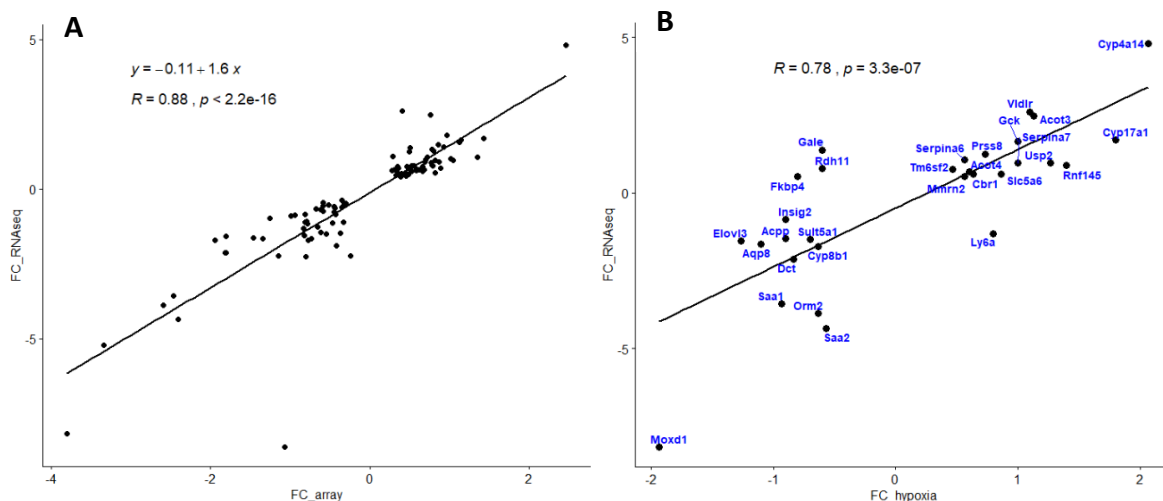

SUPPLEMENTARY FIGURE S8. Correlation of gene expression changes. **A.** Expression correlation of 101 genes in which expression was significantly altered in KO mouse livers in both microarray and RNA sequencing analysis. **B.** Correlation between *SND1* KO liver and adaptation to hypoxic environment. Figure shows genes which are common in microarray and RNA sequencing data analysis (Y axis) and detected also in hypoxic environment (X axis). Fold changes (FC) are presented as log2 values.

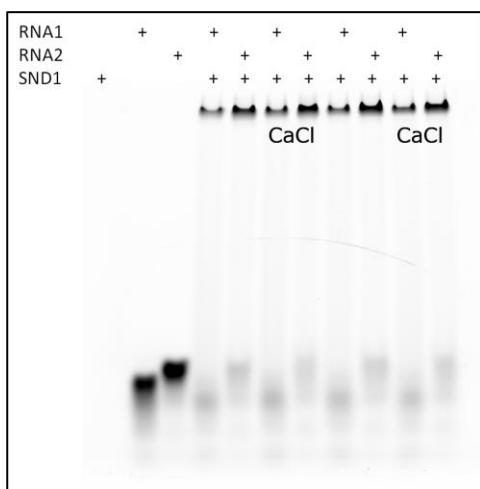

SUPPLEMENTARY FIGURE S9. Electrophoretic Mobility Shift Assay of miRNA binding by pure recombinant SND1 protein. Fluorescently labelled miRNAs were incubated with pure full-length SND1 protein in the presence of either 5 mM CaCl₂ or 5 mM EDTA. After the binding reaction, the RNAs were resolved on a Polyacrylamide gel and the RNA were visualized by detecting the fluorescence. The SND1 protein production and Electrophoretic Mobility Shift Assay (EMSA) method has been described previously (1). The fluorescent RNA probes were 5' Alexa Fluor 488 labelled Hsa-miR-96-5p (UUUGGCACUAGCACAUUUUUGCU, RNA1) and 5' Alexa Fluor 488 labelled Hsa-miR-182-5p (UUUGGCAAUGGUAGAACUCACACU, RNA2) from Integrated DNA Technologies, Leuven, Belgium.

- (1) Lehmusvaara, S., Haikarainen, T., Saarikettu, J., Martinez Nieto, G., and Silvennoinen, O. (2022) Inhibition of RNA Binding in SND1 Increases the Levels of miR-1-3p and Sensitizes Cancer Cells to Navitoclax. *Cancers* 14(13), 3100.

How the deposited data were processed for this re-analysis (not part of the article)

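Small-RNA sequencing of liver from 4 WT and 4 Snd1 KO mice was examined, with 1 library and 1 file per mouse. The authors separated RNA of 18 to 30 bases, sequenced it on the BGISEQ-500 platform, removed contaminant and low-quality tags, mapped the rest with Bowtie to GRCm38 and compared the genotypes with DEGseq. The version of Bowtie is not given in the submitters' processing notes. The deposited values are tags per 1000000 tags of the whole library (CPM, headed TPM in the files) and are not divided by length. They are rounded to 2 decimals and hold the known and predicted miRNAs, piRNAs, Rfam RNAs and genomic classes together. How tags that map to several loci were counted is not stated in the paper's text.

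The design fixed before the data were examined was a count model, with limma on log2(value + 1) should the files hold CPM. Since they do, limma (version 3.58.1, in R 4.3.3) with a mean-variance trend was used. A known mature miRNA missing from a file was given 0, miRNAs with at least 1 CPM in at least 4 of the 8 libraries were tested, and p-values were adjusted by Benjamini-Hochberg over the 475 tested, with a threshold of 0.05. Single values per library were compared with two-sided exact permutation tests over 70 assignments, whose smallest p is 0.0286. Library totals were recovered as the number that makes every value a whole tag, within 0.0051 CPM, and range from 16223610 to 27526162 tags. In the complete files, all but that of KO replicate 1, the total was then set to the sum of the tags. At these totals 1 tag corresponds to 0.0363 to 0.0616 CPM, so that counting error is small for all but the rarest miRNAs. The tags are PCR reads without molecular identifiers, so this precision covers counting error only.

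The recovered tags were used for limma-voom and for a model of tags pooled within each genotype (the MA-plot random sampling formula of DEGseq). The pooled ratio was scaled to the pooled known miRNA tags. This scaling was chosen after 3 scalings of the pooled ratio had been set against Figure 4E. limma, limma-voom and the pooled model were tested on simulated data, with 200 or 20 of the 475 miRNAs changed, with the spread of these mice and with counting error only. The noise was independent between miRNAs, the SD of each miRNA was moved part of the way to the median SD, and the simulated pooled ratio was scaled to library totals.

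17 lists of miRNAs, from the paper's figure and from textbook knowledge, were fixed before the data were examined: the miR-183 cluster, the Figure 4E miRNAs, the Snd1 neighbourhood on chromosome 6, the Dlk1-Dio3 imprinted cluster, the H19 and Igf2 miRNAs, the X chromosome miR-532 cluster, the miR-17-92a cluster, miR-210, markers of hepatocytes, leukocytes, erythroid cells, endothelial cells, mesenchymal and stellate cells, biliary epithelium, and pancreas and muscle, the let-7 guide arms and the Hox cluster miRNAs. miRNAs of Figure 4E, which the study chose on these libraries, are also in other lists. These are the Snd1 neighbourhood, Dlk1-Dio3, H19 and Igf2, miR-532, leukocyte and Hox cluster lists. The 16 lists with a tested member were compared with limma's camera, with a preset correlation of 0.01 and with an estimated one, and with fry. The miRNAs to name were those of the miR-183 cluster and Figure 4E, the 5 most abundant, called miRNAs, and as examples the members of lists with up to 12 tested members. Of the last only miR-210-3p, miR-210-5p, miR-223-3p and miR-126a-3p are named beyond Figure 4E and the most abundant. The others are given as counts and medians. miR-223-3p, miR-24-3p, miR-24-2-5p, miR-3074-1-3p, miR-3074-2-3p, let-7b-3p and miR-126a-3p were chosen after their values were seen. Positions of miRNA genes come from the GRCm38.p6 gene annotation, in which 1332 of 1341 known miRNAs were found by name.

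The alternatives tried were scaling by median ratios, other filters, all small RNAs of the files, limma-voom, the pooled model, the replicate number as a block and each library left out in turn. Chosen after seeing the data were other pseudocounts, values scaled to the known miRNA tags and a robust fit. So were the split of the libraries by their share of known miRNAs as a covariate and, for the lists, scaling by median ratios. A comparison of miRNAs with and without CA or UA dinucleotides was left out because the files give no mature sequences. The mRNA arrays, the mRNA sequencing and the experiments in cells were left out because no files of theirs were at hand.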

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

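The 2 tests on miR-3074-5p in the second paragraph were chosen after the values were seen. Among 86 groups of 4 libraries checked, 5 had a library far from the other 3, where chance gives about 4.3. miR-532-5p had 46.1 CPM in KO replicate 1 and 332 to 455 in the other KO libraries. miR-150-5p had 9.62 CPM in WT replicate 1 and 178 to 308 in the other WT libraries. miR-431-5p had 14.3 CPM in KO replicate 4 and 6.08 to 7.05 in the other KO libraries. miR-190a-5p had 10.4 CPM in WT replicate 2 and 3.47 to 4.19 in the other WT libraries. miR-24-3p had 24876 CPM in WT replicate 3 and 3478 to 3737 in the other WT libraries.

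miR-3074-5p, the miRNA with the largest log2 fold change, had 0.49 and 2.03 CPM in WT replicates 1 and 3, where miR-24-3p had 3677 and 24876, and 14.4 to 27.2% of the level of miR-24-3p in the other 6 libraries. A candidate explanation is that tags of the miR-24 hairpins were counted for the opposite strand in 6 libraries: the Mir3074-2 hairpin is over all of its 83 bases the reverse complement of the Mir24-2 locus, and over the 6 libraries miR-3074-5p followed miR-24-3p more closely than it followed 99.8% of the 474 other tested miRNAs. For these 6 libraries Pearson's r was 0.971 (exact permutation p = 0.00278) and Spearman's rho 0.943 (exact permutation p = 0.0167), and without the 2 libraries farthest from the median r was 0.955. Counted in 6 libraries alone, the opposite strand would also leave the other arm, miR-3074-2-3p, near 0 in WT replicates 1 and 3. It had 17.5 and 34.7 CPM there, 87.9 and 68.8% of the level of miR-24-2-5p, to which it lies opposite. For this arm these values go against the explanation. Whether no miR-3074 hairpin was made in the 2 WT mice stays open. miR-3074-2-3p was not lower there (log2 difference 0.44 from the other 6). Over the 8 libraries it stood at 54.0 to 87.9% of miR-24-2-5p, so its tags are in the same doubt. The arm of the other hairpin, miR-3074-1-3p, had 3.51 and 3.27 CPM in these mice and 1.70 to 3.33 in the other 6, and that hairpin shares 68 of its 85 bases with the reverse complement of the Mir24-1 locus.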

How the results depend on the processing

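The library split as a covariate, the other pseudocounts, values scaled to the known miRNA tags and the robust fit were chosen after seeing the data, as was scaling by median ratios for the lists. The count of 0 called miRNAs from limma (20 at an unadjusted p under 0.05) held under 17 of 19 limma alternatives, limma-voom included (19 at an unadjusted p under 0.05). Leaving out single libraries gave 0 to 1 called miRNA, also for calls of at least 2-fold and for Figure 4E miRNAs, with the 1 call, miR-196b-5p, without WT replicate 2. With the library split as a covariate the 3 counts were 1, 1 and 1 (miR-1247-5p), and 65 miRNAs, 26 of them higher in KO, had an unadjusted p under 0.05, against 23.8 expected by chance. With tags pooled within each genotype they were 452, 122 and 30, and the log2 ratios of miR-96-5p, miR-182-5p and miR-183-5p, at 1.32, 1.41 and 1.21, passed the threshold, as did 29 of 31 other named miRNAs; this model leaves out the spread between mice. Under the 19 limma alternatives these 3 ranged from 0.45 to 1.34, 1.09 to 1.54 and 0.52 to 1.22, all positive and none called. The median log2 fold change of all tested miRNAs ranged from -0.16 to 0.03. With 0 called miRNAs, limma gave no percent of called miRNAs that are higher in KO; the pooled model gave 46.9%. The number of lists that passed camera was 3, and 1 with an estimated correlation; leaving out single libraries gave 2 to 3. The correlation of the arms of a hairpin passed under 10 of 10 alternatives, in a test over hairpins that does not test genotype. The sign turned for miR-339-5p without WT replicate 3 and KO replicate 3 (0.81 and 0.13; lowest -0.79), for miR-148a-5p without WT replicate 4 and KO replicate 2 (-0.04 and -0.63; highest 0.57), for miR-210-3p without KO replicates 1 and 4 (0.03 and 0.16; lowest -0.29) and with pooled tags (0.14), and for miR-210-5p without WT replicates 1 and 2 (-0.19 and -0.06; highest 0.62); the cause was not tested. Of 77 list members not named, 33 changed sign under a limma alternative, with log2 fold changes of at most 0.53 in size, and none was called. The replicate block called 0 miRNAs, with 15 at an unadjusted p under 0.05, 13 of them higher in KO. At that p 13 of 16 were higher with values scaled to the known miRNA tags, and 13 of 19 with scaling by median ratios. With no filter on low values 28 of 66 were higher, and without WT replicate 2, 9 of 20. Whether the numbers pair the mice is not known here. Correlations of same-numbered libraries, as deviations from their group means, were -0.462, 0.352, -0.529 and 0.0748. Of the WT libraries only replicate 2 matched its own number best. Since the libraries also differ by their share of known miRNAs, these correlations cannot exclude a pairing. DESeq2 and edgeR were not run: the tags come from values of 2 decimals, where 1 tag is worth 0.0363 to 0.0616 CPM, and were tested with limma-voom and the pooled model alone. Library totals alone are the scale of the values.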

Differences from the paper's values

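Figure 4E prints a log2 ratio for each of its 30 miRNAs. Set against the log2 fold changes from limma, 6 of the 30 differ by more than the spread between the mice. miR-3074-5p differs within its SD of 3.36 and is given as a seventh because 2 WT libraries near 0 widen that SD. For miR-3074-5p the paper's value is about 2.2 in Figure 4E and the value here is 5.15. For miR-341-3p the paper's value is about 1.5 in Figure 4E and the value here is 0.97. For miR-183-3p the paper's value is about 1.6 in Figure 4E and the value here is 0.87. For 4 miRNAs below the minimum for the test, the differences of mean log2 values are -0.85 for miR-1306-5p, where the paper's value is about -5.6 in Figure 4E, -0.82 for miR-196a-5p (about -4.3 in Figure 4E), 0.66 for miR-675-3p (about 2.0 in Figure 4E) and 0.84 for miR-1247-3p (about 2.4 in Figure 4E). These log2 fold changes are of values with 1 added.

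With tags pooled within each genotype, an alternative set before the data were examined, all 7 differences close. The pooled log2 ratios are 2.22, 1.51, 1.603, -5.56, -4.32, 1.99 and 2.41 in the order above, and those of all 30 miRNAs match the figure's after rounding. The scaling of these ratios to known miRNA tags was chosen after seeing the values, and drops 0 of the paper's 30 miRNAs. Pooling is in keeping with DEGseq, which the paper's methods name. The pooled ratios also leave out the added 1, which weighs most on rare miRNAs. All of these miRNAs but miR-3074-5p are rare, so their closing cannot tell pooling from leaving out the added 1. The fits with other pseudocounts were not set against the figure. Of the other alternatives set before the data were examined, limma-voom closes the difference for miR-341-3p and for miR-183-3p without pooling. The fit without WT replicate 3 and the fit without KO replicate 2 also close that of miR-341-3p. The other fits of miR-341-3p and miR-183-3p do not close theirs, and 0 of 14 fits close that of miR-3074-5p. For the 4 miRNAs below the minimum the fit without a filter on low values was the 1 other alternative that gave a value, and it closes none of their differences.

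The paper states that miRNAs were in general overexpressed in KO liver. Over all 475 tested miRNAs, 41.3% had a positive log2 fold change from limma, and limma called 0, with 20 at an unadjusted p under 0.05 and 0 called by limma-voom. With mice as the replicates, the median log2 value of these miRNAs per library gave p = 0.543 (two-sided exact permutation test), so a general decrease was not shown either. The pooled model called 212 higher and 240 lower, and of those with at least a 2-fold change 64 higher and 58 lower, in ratios scaled to the known miRNA tags, which takes out a shift that all of them share. All these values are relative to the tags sequenced, so a general rise in the amount of miRNA need not be seen in them. In the table of Figure 4E itself 23 of 30 miRNAs are higher.

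The paper names miR-96, miR-182 and miR-183 as upregulated in KO liver. The log2 fold changes of the 5p arms are positive here, at 0.90, 1.29 and 0.97, and did not pass limma (adjusted p = 0.853, 0.724 and 0.842). The pooled model calls all 3, as it calls all 30 miRNAs of the figure. limma calls miR-196b-5p without WT replicate 2, and miR-1247-5p with the library split as a covariate, which was chosen after seeing the values and calls none of the other 29.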

Other observations

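Of the tests below, the number of called miRNAs over the splits of the libraries, the counts over splits balanced on the share of known miRNAs, the exact permutation test of the miRNAs near Snd1 and the shuffling of cell-type markers were chosen after the result was seen. Markers of the cells of the liver did not pass limma's camera as lists. The 7 erythroid markers had a median log2 fold change of -0.26 in KO liver, with 0 of 7 positive (adjusted p = 0.411). The 9 leukocyte markers had a median of -0.21, with 3 of 9 positive (adjusted p = 0.771): miR-150-5p of lymphocytes had a log2 fold change of 1.74 (0.60 without WT replicate 1), and miR-223-3p, a miRNA of granulocytes and their precursors, had 95.4 ± 23.2 CPM in WT (SD, n = 4) and 53.5 ± 8.58 in KO, a log2 fold change of -0.80 (SE 0.30, adjusted p = 0.842 from limma; exact permutation p = 0.0571), with 4 of 4 KO libraries below the WT mean. Medians were -0.24 for 2 endothelial, -0.19 for 9 mesenchymal and stellate cell, -0.16 for 7 biliary epithelial and 0.09 for 4 pancreas and muscle markers (adjusted p = 0.771, 0.799, 0.464 and 0.464). The 7 miRNAs of the X chromosome miR-532 cluster had a median of -0.31 (adjusted p = 0.771), although miR-532-5p itself had 2.41 and the mean of the list was positive at 0.11. The 5 Hox cluster miRNAs had a median of -0.20 (adjusted p = 0.493; 0.0458 without WT replicate 2), the 2 arms of miR-210 a median of 0.03 (adjusted p = 0.79), and the 9 tested miRNAs of the list of the Snd1 neighbourhood, the miR-183 cluster left out, a median of -0.30 with 2 of 9 positive (adjusted p = 0.79). Some of these medians turned when 1 library was left out: the endothelial one was 0.04 without WT replicate 2 and 0.0010 without KO replicate 4, the mesenchymal one 0.15 without WT replicate 3, the pancreas and muscle one -0.03 and -0.09 without WT replicates 1 and 2, and that of miR-210 was -0.14, -0.10, -0.05 and -0.02 without WT replicates 1 and 2 and KO replicates 2 and 3. The median of the miR-532 cluster was 0.01 with a minimum mean of 10 CPM. No H19 or Igf2 miRNA reached the minimum for the test. Of the lists above, those of leukocytes, the miR-532 cluster, the Hox clusters and the Snd1 neighbourhood hold miRNAs of Figure 4E. These members were chosen by the study on these libraries, so the lists are not wholly independent of it.

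3 lists passed camera with its preset correlation: the miR-183 cluster, the Figure 4E miRNAs (median 0.97, 21 of 26 positive, adjusted p = 1.65e-12; 0.0163 with an estimated correlation) and the Dlk1-Dio3 imprinted cluster. None of the 16 lists passed limma's fry in 1 direction: the adjusted p-values of these 3 were 0.0547, 0.0547 and 0.81. For a change in either direction fry passed the Figure 4E miRNAs alone (adjusted p = 0.00053). The study chose the first 2 on these libraries. Of the third, 5 tested members are in Figure 4E and were chosen in the same way, so its test is not independent evidence either. The Dlk1-Dio3 cluster on chromosome 12, which is expressed from the maternal allele, had a median log2 fold change of 0.07 over 40 tested members, 22 positive and 18 negative (adjusted p = 0.0112; adjusted p = 0.868 with an estimated correlation). Its call ended without WT replicate 2, WT replicate 4, KO replicate 1 or KO replicate 4 (adjusted p = 0.688, 0.28, 0.0577 and 0.647) and with a minimum mean of 10 CPM (0.137), and the median was negative without WT replicate 2 (-0.10) and KO replicate 4 (-0.06). In a division chosen after the values were seen, 10 tested members lie before Mir379, with hairpins that start from 109571990 to 109611500. These had log2 fold changes of 0.26 to 1.72 with a median of 0.77, 10 of 10 positive, and 5 are in Figure 4E. The 30 listed and tested members from Mir379 on, the last of which starts at 109743715, had -0.46 to 0.44 with a median of -0.07, 12 of 30 positive. miR-1247-5p, with 2.47, is not in the list, although its hairpin, from 110278048 on, lies beside Dio3, so these ranges hold for the list as fixed. The difference between these parts was not tested.

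Across the 125 hairpins with both arms tested, the log2 fold changes of the arms went together (Spearman's rho 0.362, permutation p = 4e-05; Pearson's r 0.44, permutation p = 2e-05). Hairpins are not independent replicates. The permutation shuffled the pairs of arms and not the genotypes. Arms that vary together between mice would correlate under any split of the libraries, so this does not test the loss of Snd1. On chromosome 6, 0 of 11 tested miRNAs within 10 Mb of Snd1 were called by limma, with 2 at an unadjusted p under 0.05, both of the miR-183 cluster, and 0 of 427 on other chromosomes. With 0 called overall, the 2 shares cannot be compared.

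The number of called miRNAs was compared over the 35 splits of the 8 libraries into 4 and 4. The real split called 0 with limma, a count that every split reaches, so this comparison decides nothing, and the highest other split called 163. At an unadjusted p under 0.05 the real split gave 20 miRNAs, 11 of the 35 splits gave as many, and the highest other split gave 218. Over these 35 splits chance is not excluded for the count at an unadjusted p under 0.05, but the 10 other splits that gave as many all divided the libraries unevenly by their share of known miRNAs, the structure described below, while genotype has 2 of each. Among the 18 splits with 2 of each, the real one gave 20 and the highest other 14. With the share as a covariate the real split gave 65 and the highest other of the 18 gave 42, and for called miRNAs both gave 1. For all 3 counts 18 splits are too few for a share under 0.05.

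miR-96-5p, miR-182-5p and miR-183-5p, with positive log2 fold changes, lie 1.23 Mb from Snd1, and the KO allele was made in ES cells of strain 129/Sv, so the KO mice may carry sequence of that strain around the cluster. Were it so, other miRNAs near Snd1 could differ too, and limma's fry test for a change in either direction of those tested within 10 Mb, the cluster left out, gave p = 0.632, and an exact permutation test of their mean squared t gave p = 0.686, which leaves the question open. The 3 arms share a region, and their log2 fold changes lay 0.39 apart, less than the largest standard error of 0.65. That comparison ignores that the arms were measured in the same libraries, so it cannot show that they moved together. In KO replicates 2 and 3 all 3 arms lay above their WT values. In KO replicate 1 miR-182-5p had its highest value, 294.5 CPM. There miR-96-5p and miR-183-5p, at 12.8 and 38.3 CPM, lay within their WT ranges. Whether any such sequence was left after the backcrossing that the paper reports is not known here, and if it was, it cannot be told apart from the loss of Snd1 in these libraries, since both would go with the genotype. The paper also reports slightly higher levels of miR-96-5p and miR-182-5p in SND1 knockout HEK-293T cells, which reached significance under DMOG treatment. These cells hold no mouse sequence and were not analysed here.

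WT replicates 1 and 2 and KO replicates 2 and 3 had 75.9 to 78.7% known miRNA tags and the other 4 libraries 57.9 to 67.6%. Between these sets limma called 163 miRNAs, 112 higher and 51 lower in the set with the lower share, which points to a structure of the samples other than genotype; the log2 differences, lower minus higher share, were 2.60 for let-7b-3p and -1.403 for miR-126a-3p. Depth divides the same sets: the libraries with the lower share held 16223610 to 24130669 tags, and the others 24519879 to 27526162. Counting error alone is argued against, since 33.1% of the 127 miRNAs of at least 100 CPM had sets that did not overlap. For a split not taken from these values chance gives 2.86%. A cause that goes with depth cannot be told apart here and stays open. A different mixture of cell types stays open: the medians of 5 lists of other cell types lay 1.32 apart (standard error 0.415), from 0.29 for leukocyte to -1.03 for the 2 endothelial markers, with hepatocyte markers at -0.17, but these extremes were picked from 5 lists, the endothelial markers are arms of 1 hairpin, and shuffling the 34 markers over the lists gave gaps as wide (permutation p = 0.0724). RNA quality and the day of library preparation, which the labels do not give, stay open as well.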
